# Transcriptomic analysis of chicken *Myozenin 3* regulation reveals its potential role in cell proliferation

**DOI:** 10.1371/journal.pone.0189476

**Published:** 2017-12-13

**Authors:** Maosen Ye, Fei Ye, Liutao He, Bin Luo, Fuling Yang, Can Cui, Xiaoling Zhao, Huadong Yin, Diyan Li, Hengyong Xu, Yan Wang, Qing Zhu

## Abstract

Embryonic muscle development and fibre type differentiation has always been a topic of great importance due to its impact on both human health and farm animal financial values. *Myozenin3* (*Myoz3*) is an important candidate gene that may regulate these processes. In the current study, we knocked down and overexpressed *Myoz3* in chicken embryonic fibroblasts (CEFs) and chicken myoblasts, then utilized RNA-seq technology to screen genes, pathways and biological processes associated with *Myoz3*. Multiple differentially expressed genes were identified, including *MYH10*, *MYLK2*, *NFAM1*, *MYL4*, *MYL9*, *PDZLIM1*; those can in turn regulate each other and influence the development of muscle fibres. Gene ontology (GO) terms including some involved in positive regulation of cell proliferation were enriched. We further validated our results by testing the activity of cells by cell counting kit-8(CCK-8) and confirmed that under the condition of *Myoz3* overexpression, the proliferation rate of CEFs and myoblasts was significantly upregulated, in addition, expression level of fast muscle specific gene was also significantly upregulated in myoblasts. Pathway enrichment analysis revealed that the PPAR (Peroxisome Proliferator-Activated Receptor) pathway was enriched, suggesting the possibility that *Myoz3* regulates muscle fibre development and differentiation through the PPAR pathway. Our results provide valuable evidence regarding the regulatory functions of *Myoz3* in embryonic cells by screening multiple candidate genes, biological processes and pathways associated with *Myoz3*.

## Introduction

Muscle fibres are highly diverse in colour, contractile properties and metabolic mechanisms. Based on those properties, muscle fibres can be generally divided into 2 categories, namely, white and red muscle fibres. White muscle fibres are characterized by glycolytic metabolism and are specialized for fast and transitory activities. Red muscle fibres are rich in myoglobin and oxidative enzymes and possess the capacity for continuous activity but contract relatively slowly [1, 2]. Muscle fibre type can influence multiple important physiological and pathological properties regarding skeleton and cardiac muscle, including muscle hypertrophy [3, 4], exercise endurance, speed and glucose tolerance [5, 6]. In the field of farm animal research, muscle fibre type is also one of the key factors that influence the meat quality, including meat colour and water holding capacity [7–9]. Different metabolic mechanisms result in different basal metabolic rates, a point of importance for maximizing the feed conversion ratios of farm animals. Myozenin 3 (*Myoz3*) is one of the candidate genes that may influence muscle fibre type.

There are three members in the *Myozenin* (*Myoz*) family, including *Myozenin 1* (*Myoz1*), *Myozenin 2* (*Myoz2*), and *Myozenin 3* (*Myoz3*); they encode the calsarcin-2 (FATZ1), calsarcin-1 (FATZ2) and calsarcin-3 (FATZ3) proteins, respectively. Since its discovery by three independent groups in the period of 2 years, the *Myoz* family has emerged as one of the most intensively studied gene families controlling muscle fibre type. The Z-disc plays important roles in both sarcomere structure and signal transduction and is formed by dozens of proteins, including the *Myoz* family [10–12]. Myoz can interact with multiple Z-disc proteins including α-actinin 2, telethonin, γ-filamin/ABP-L [10], myotilin [13], and calcineurin [11]. In addition, calsarcin-3 is able to interact with the PDZ-LIM domain protein ZASP/Cypher/Oracle [14]. The myozenin family shows a muscle fibre type preference in its expression patterns: while *Myoz2* is mainly expressed in slow-twitch skeletal muscle and cardiac muscle, *Myoz1* and *Myoz3* are predominantly expressed in fast-twitch skeletal muscle.

Studies of the *Myoz* family’s role in muscle fibre type diversity have mainly focused on their negative regulatory effect on calcineurin (CaN) activity by direct binding. Activation of CaN in skeletal myocytes selectively upregulates slow-fibre-specific gene promoters [15] and hence drives a transition from fast to slow muscle fibres. *Myoz2* knockout mice showed inappropriate CaN activity, which resulted in an excess of slow skeletal muscle fibres and enhanced the cardiac growth response to pressure overload [16]. *Myoz1-*deficient mice showed substantially reduced body weight and fast-twitch muscle, and they displayed markedly improved performance and enhanced running distances, also due to aberrant CaN/NFAT overactivation [17]. Inhibition of the CaN signalling pathway by calsarcin-1 can also help prevent cardiomyocyte hypertrophy induced by Ang-II [18]; four residues of calsarcin-1 undergo phosphorylation during pressure overload, resulting in enrichment in cardiac nuclei [19]. In addition, *Myoz2* is a candidate gene for hypertrophic cardiomyopathy (HCM), as established by haplotype mapping of 516 HCM probands [20].

Due to key roles in muscle fibre differentiation, the *Myoz* family is also of great interests among farm animal researchers. Expression profiling of the *Myoz* family in mammals such as swine [21–23] and goats [24] reveal an expression pattern similar to that in mice. An association study also indicates that SNPs of *Myoz* are associated with traits that are influenced by muscle fibre types [25]. However, no research regarding avian *Myoz3* has been reported[26].

The chicken is one of the most financially important birds and also among the most thoroughly studied in terms of genetics, its genome having been published in 2004. Additionally, the chicken is the classic model for the study of vertebrate embryonic development. In the current study, we separately knocked down and overexpressed *Myoz3* in chicken embryonic fibroblasts (CEFs, which are widely used to study chicken embryonic development). Then, we took advantage of the rapid development of high-throughput mRNA sequencing technology to investigate the chicken *Myoz3* gene’s regulatory role at the transcriptome level to identify novel pathways and genes that respond to changes in the expression level of chicken *Myoz3*. We hope to provide evidence to expand our knowledge regarding *Myoz3*.

## Materials and methods

### siRNA synthesis and vector construction

To knock down the expression level of *Myoz3*, three pairs of short interfering RNAs (siRNAs) targeting *Myoz3*’s CDS (coding sequence) and one NC (non-specific control) were designed and synthesized by Sangon Biotech (Table 1) (Shanghai, China). An overexpression vector was constructed by cloning *Myoz3* CDS into the lentivirus vector GM-1013L050 (pLVX-3Flag-MCS-IRES-ZsGreen1), provided by Genomiditech (Shanghai, China).

**Table 1:** siRNA information.

siRNA	Direction	Sequence
*Myoz3*-427	Sense	GGAUGCAGCGCUUUGUCUUTT
	Antisense	AAGACAAAGCGCUGCAUCCTT
*Myoz3*-809	Sense	GCCCAUGAAACUCCCACAUTT
	Antisense	AUGUGGGAGUUUCAUGGGCTT
*Myoz3*-983	Sense	GGUUCUGCCUGAGAGUGAUTT
	Antisense	AUCACUCUCAGGCAGAACCTT
NC (Non-specific control)	Sense	UUCUCCGAACGUGUCACGUTT
	Antisense	ACGUGACACGUUCGGAGAATT

### Cell cultivation, transfection and proliferation test

All the fertilized SPF (specific pathogen free) chicken eggs used in this study were purchased from Meili Breeding Corporation (Beijing, China).

Primary chicken embryonic fibroblasts were obtained from 9-day-old SPF (specific-pathogen-free) chicken embryos. Chicken embryos were first removed of their head and abdominal organs and bones, the remaining tissues were minced and digested with 0.25% trypsin, the suspension were filtered and plated in 12 wells and 96 wells cell culture plates.

Primary chicken myoblasts were isolated as described by Shumao Lin. et. al[27]. In brief, leg muscle was harvested from 11-day-old chicken embryos and minced for further 0.1% collagenase type I (Invitrogen, Carlsbad, CA, USA) digestion. Then the suspension was subjected to a density gradient centrifugation in three discontinuous layers with 20, 30 and 55% Percoll (Solarbio Beijing China), and the cell suspension between the interface of 30 and 55% Percoll was collected and plated in 12 wells and 96 wells cell culture plates.

CEFs and myoblasts were cultured in Dulbecco’s modified Eagle’s medium (Thermo Scientific, USA) with 10% fetal bovine serum (Thermo Scientific, USA) that was filtered with 20 nm filters before use. In addition, 100 μg/mL streptomycin and 100 U/mL penicillin (Thermo Scientific, USA) were added to the cell culture medium. The cells were cultured in 12-wells plates at 37°C in a humified incubator (Thermo Fisher Scientific, USA) with CO_2_ concentration set to 5%. Then, following the manufacturer’s protocol, 20 pmol of each siRNA and NC and 20 μg of expression vector and control vector were transfected into 5×10^5^ CEFs using Lipofectamine 3000 (Invitrogen, USA) in three biological replicates. After 48 hours, RNA was extracted from the transfected cells using TRIzol reagent (Invitrogen, USA). Cell proliferation was tested using a Cell Counting Kit-8 (CCK-8) in the condition of overexpression, following the manufacturer’s instructions. Cells for the proliferation test were cultured in 96-well plates and maintained at 40% of maximum density before transfection.

### RNA-seq and data analysis

Treated CEFs were subjected to RNA-seq, the total RNA was extracted using TRIzol reagent and diluted with RNase-free H_2_O (Tiangen, China). The concentration and purity of the extracted RNA was measured using the NanoDrop 2000 (Thermo Scientific, USA), and RNA degradation and contamination were assessed on 1% agarose gels.

A total of 12 libraries (one library per transfected sample) were constructed, including 3 control samples transfected with control vector, named Control; 3 overexpression samples transfected with overexpression vectors, named Over; 3 knockdown samples transfected with siRNA of *Myoz3*, named Inter; and 3 NC samples transfected with non-specific control siRNA, named NC. A total of 3 μg of RNA per sample was used as input material for preparations. Sequencing libraries were generated using a NEBNext® Ultra™ RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. After library preparation, an Illumina HiSeq 4000 was used to generate 120 bp/150 bp paired-end reads. The data files from RNA-seq analysis have been deposited in NCBI's Gene Expression Omnibus, and are accessible through GEO Series accession number GSE99146 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99146).

The raw data in fastq format were first subjected to the FastQC for quality assessment, then we applyed a in house python script to remove reads containing adapter or poly-N sequences as well as low quality reads and obtain clean reads. Reference genome and gene model annotation files were downloaded from the genome website directly. An index of the reference genome was built using Bowtie v2.2.3 [28], and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12 [29, 30]. HTSeq v0.6.1 was used to count the number of reads mapped to each gene and generate a count table for further analysis [31].

Differentially expressed genes between groups were analysed using edgeR [32], applying LRT (likelihood ratio test) methods, and the P values were adjust using the BH method with a cutoff value of q<0.05. Function annotations for significantly differentially expressed genes were performed using the DAVID website [33]. The enriched gene ontology (GO) terms on biological processes and the pathways obtained from DAVID functional analysis were filtered for significance by gene counts ≥ 3, p-value<0.05. Protein interaction analyses were performed on the STRING website (http://www.string-db.org/).

### Quantitative reverse transcription PCR

For qRT-PCR, first-strand cDNA was synthesized from 1 μg of total RNA using the PrimeScript RT Reagent Kit (Perfect Real-Time) (TaKaRa, Biotechnology Co. Ltd., Dalian, China). The reactions were performed under the following conditions: 42°C for 2 min, 37°C for 15 min and 85°C for 5 s.

qRT-PCR was conducted with two pairs of primers designed with Primer Premier 5 software (Table 2). *GAPDH* was chosen as the housekeeping gene for normalization. An 11 μL reaction containing 6 μL of SYBR premix Ex Taq^TM^ (TaKaRa, Biotechnology Co. Ltd., Dalian, China), 1 μL of cDNA, 0.5 μL of forward primer, 0.5 μL of reverse primer and 3 μL of RNase-free H_2_O (Tiangen, Beijin, China) was used for qRT-PCR. The reactions were carried out with the following amplification conditions: 95°C for 10 s followed by 40 cycles of 95°C for 5 s and 60°C (or the appropriate annealing temperature) for 30s. Each sample was run in 3 technical replicates. The $2^{-\Delta \Delta C_{t}}$ method was applied to quantify mRNA expression levels.

**Table 2:** Primers for qRT-PCR.

Gene	Direction	Sequence	AT (en
*CaN*	Forward	GTTTTCTCCATACAGCTGTCCC	61.2
	Reverse	TCGCAATGCAACGCTTTCTT	
*Myoz3*	Forward	TTCTAGCAGTGACAGGCAGC	60
	Reverse	AGCTTTGTGTTTGCGCTCAG	
*MYH10*	Forward	GATCTGGATCATCAGCGCCA	58.6
	Reverse	GCACGATCTCTCTCCTCTGC	
*MYLK2*	Forward	CTGCACAGGAAGGGAGGAAG	62
	Reverse	GGTGAGCAGCAACACAAAGG	
*MYL4*	Forward	GCGGAGCAGATCGAAGAGTT	61.4
	Reverse	CAGCACCTTCAGGACCTCAG	
*MYL9*	Forward	AACATGTCCAGCAAACGTGC	58.6
	Reverse	AGCGAAGACATTGGAGGTGG	
*NFAM1*	Forward	GCGGAAGGGAGAAACAGACA	58.4
	Reverse	ACTCGATAGGGTTGGAGGCT	
*ITGA8*	Forward	TGTGGGTGCGTTTGGAGCTG	59.4
	Reverse	ACAGGCCACGAAAAGCGGAG	
*GAPDH*	Forward	AGGACCAGGTTGTCTCCTGT	60
	Reverse	CCATCAAGTCCACAACACGG	
*PPM1J*	Forward	GAGAAGGCGGTTTCCCATGA	60.2
	Reverse	CGGATGATAATGGCCCTGCT	
*ECM2*	Forward	AAAGGACGTGCGGACACTTT	60
	Reverse	CTCCTAAGGGCTGCACTTGT	
*OASL*	Forward	CATGAGCCTGACCAGGAAGG	60
	Reverse	AGCAGCACGATGTCGTAGAA	
*FAP*	Forward	GTCGAGTTGGTGTGCAATGG	60
	Reverse	CCTGCCCATCCTGTTTGACT	
*MPRIP*	Forward	ATCCCCTGTGAACACCACTG	60
	Reverse	GCCTTCCTTCAGGCTCTACG	
*PDLIM1*	Forward	TCAGAGGAGAAAGAGGGGTGT	60
	Reverse	GTGACCACCTCGTAGCCTTC	
*PKM*	Forward	AGCAGCAGGAGACACCGAAC	60.2
	Reverse	ATGCCGGTGTTTCTGGCAAT	
*MYHC7B*	Forward	TCAAGCAGCGCTACCGTATT	60
	Reverse	CATCTCTTCCAGCATGCCCA	
*MYH1F*	Forward	ACTTGGTACCACAAGAGCCC	59.6
	Reverse	GCTTGTTCTGGGCCTCAATC	

AT: Annealing temperature

## Results

### Knockdown and overexpression of *Myoz3* in CEFs and myoblasts

First, we thought to determine whether Myoz3 is expressed in CEFs and to which level is Myoz3 expressed in CEFs compare to myoblasts and adult breast muscles (tissue from our previously publication [34]). Our results suggest that *Myoz3* is expressed in CEFs, although it’s significantly lower than in breast muscles and myoblasts (about 4 and 2 times, respectively). Our results suggest that *Myoz3* play a role in chicken embryonic fibroblasts.

To analyse the function of *Myoz3 in vitro*, we knocked down and overexpressed the *Myoz3* gene in CEFs and myoblasts by transfecting them with siRNA and overexpression vectors, respectively. First, after we tested the efficiency of various siRNAs, siRNA 427 was identified as the most efficient siRNA for use in further experiments because of its knockdown efficiency of over 20% compared with NS (non-specific control). The overexpression vector of *Myoz3* was driven by the CMV promotor, and 24 hours after transfection, the expression level was elevated more than 10-fold compared with cells that were transfected with empty vectors (Fig 1).

**Fig 1:**
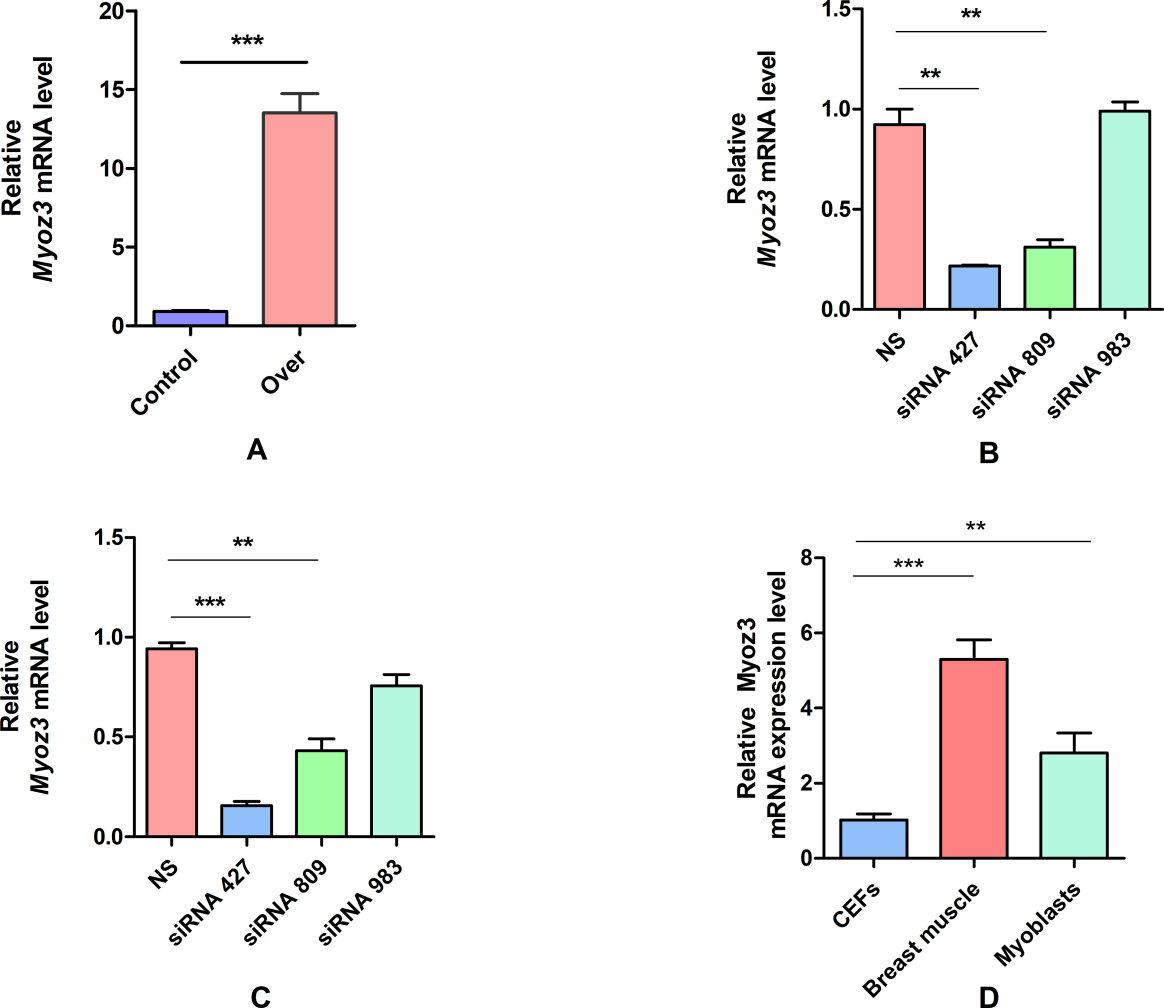
*Myoz3* siRNA and overexpression vector screening. (A) *Myoz3* expression level in breast muscle, CEFs and Myoblasts. (B) *Myoz3* relative expression level in CEFs after transfection with non-specific siRNA (Control), and candidate siRNA. (C) Myoz3 relative expression level in myoblasts after transfection with non-specific siRNA (Control), and candidate siRNA. (D) *Myoz3* relative expression level in CEFs after transfection with empty vector and overexpression vector (Over). The error bars represent SEM; all experiments were replicated three times. *P<0.05, **P<0.01, ***P<0.001.

### RNA sequencing

A total of 12 libraries were prepared. Those libraries were Inter (CEF transfected with siRNA), NC (CEF transfected with non-specific RNA), Over (cell transfected with overexpression vector), and Control (cell transfected with empty vector), each of them prepared in 3 biological replicates. 

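Chicken embryonic fibroblasts (CEFs) are primary connective tissue cells, grown here from the minced bodies of 9-day-old embryos. Each sample of 500000 cells received 20 pmol of siRNA, a short double-stranded RNA that targets the mRNA it matches, or 20 μg of vector, and RNA was extracted after 48 hours. The authors prepared 1 library per transfected sample, aligned the cleaned read pairs to the genome, and deposited the number of reads counted on each gene as whole numbers without normalization. The total count per library ranged from 13291600 to 15969800 in NC (median 15954842) and from 14261605 to 19804175 in Inter (median 15591247). It ranged from 21204899 to 23576681 in Control (median 22780541) and from 18300623 to 19773117 in Over (median 18509430). From these counts, library sizes were scaled by edgeR's TMM factors, and genes with too few counts were removed by edgeR's filterByExpr with its minimum count of 10. Inter was then compared with NC, and Over with Control, by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05. Unlike the likelihood ratio test that the paper's methods name, the quasi-likelihood test adds the uncertainty in each gene's own spread. In counts simulated from the knockdown libraries with 200 of 14194 genes changed 2-fold, the quasi-likelihood test recovered 80% of them with 9 false calls among 169. The likelihood ratio test recovered 84% of them with 22 false calls among 190. In the same simulation of the overexpression libraries over 14128 genes, the recovered shares were 83.5% with 19 false calls among 186 and 86.5% with 36 false calls among 209. The files used here do not pair the gene IDs with gene symbols, so genes are given by their Ensembl IDs and the genes the paper names only by symbol were not analysed here.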

An Illumina Hi-Seq 4000 was used to generate paired-end reads. An average 46.77 million reads were generated for all the libraries, with Q20 more than 97.3% and Q30 more than 93.4% (S1 Table). 

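Over the 12 libraries of the paper's S1 Table, the clean reads ranged from 44243376 in NC 1 to 70453214 in Control 2, with a mean of 56768756, and the raw reads had a mean of 59441056. Their GC content was 46.9% ± 0.410 (SD, n = 3) in NC, 46.6% ± 0.795 (SD, n = 3) in Inter, 51.2% ± 0.687 (SD, n = 3) in Control and 50.0% ± 0.976 (SD, n = 3) in Over, and every vector library lay above every siRNA library. By the paper's S2 Table, the mapped share of the reads lay between 83.12% and 84.51% in the siRNA libraries and between 80.29% and 81.95% in the vector libraries. When the clean reads are taken as both ends of each pair, the deposited counts amounted to 60.8% ± 0.687 (SD, n = 3) of the read pairs in NC and 61.2% ± 0.384 (SD, n = 3) in Inter. The share was 66.8% ± 0.136 (SD, n = 3) in Control and 67.3% ± 0.167 (SD, n = 3) in Over. Reads that the table lists as mapped to several places made up 6.63% ± 0.596 (SD, n = 3) in NC, 6.14% ± 0.705 (SD, n = 3) in Inter, 2.77% ± 0.0404 (SD, n = 3) in Control and 2.44% ± 0.222 (SD, n = 3) in Over.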

More than 80% of percent reads were mapped to the galGal5 chicken genome (S2 Table) by TopHat2. The data files from the RNA-seq analysis have been deposited in the NCBI’s Gene Expression Omnibus.

### Differentially expressed genes and qRT-PCR validation

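The deposited count table lists 26102 Ensembl gene IDs, of which 22074 had a count in at least 1 of the 12 libraries and 4028 had none. Between 18071 and 19553 genes had a count in a library, and the 10 most counted genes took between 10.0% and 14.2% of a library's counts. Replicates of a group differed by more than the sampling noise of the counts. The chi-square per degree of freedom, which is about 1 for repeated counts of one library, ranged from 3.96 for Inter 1 and Inter 2 to 20.4 for Control 2 and Control 3.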

A count table containing each the ID and read counts of each gene was generated from aligned reads by HTSeq v0.6.1[35]. In addition, the R package edgeR was applied for differentially expressed gene analysis. First, we generated a multidimensional scaling (MDS) plot to evaluate the leading biological coefficient of variation (BCV). 

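The position of each siRNA library was measured on log2 CPM, the counts scaled to one library size, with a prior count of 2. For the distance of an MDS plot, taken for each pair of libraries over the 500 genes that differ most between them, Inter 3 lay at 1.35 on average from the other Inter libraries and at 1.23 from the NC libraries. The difference of -0.12 was larger in size than 0.08, the SD of its distances to single libraries after the mean distance to each group was subtracted. Over all 13894 genes tested the difference was -0.06. Over the same genes, the Pearson correlation of Inter 3 was 0.9853 with Inter 1 and 0.9882 with Inter 2, against 0.9919 with NC 1, 0.9913 with NC 2 and 0.9879 with NC 3. The mean correlation with NC exceeded that with Inter by 0.00363, and by 0.00347 with Spearman's correlation. NC 3 was in turn closer to Inter 1 (0.9916) and Inter 2 (0.9918) than to NC 1 (0.9897) and NC 2 (0.9895). On the first dimension of the MDS, which held 32.6% of the variance, NC 1, NC 2 and Inter 3 stood at 0.46, 0.23 and 0.60. NC 3, Inter 1 and Inter 2 stood at -0.35, -0.62 and -0.33. No p-value was computed for these distances and correlations, which describe single libraries.

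**Figure D1:**
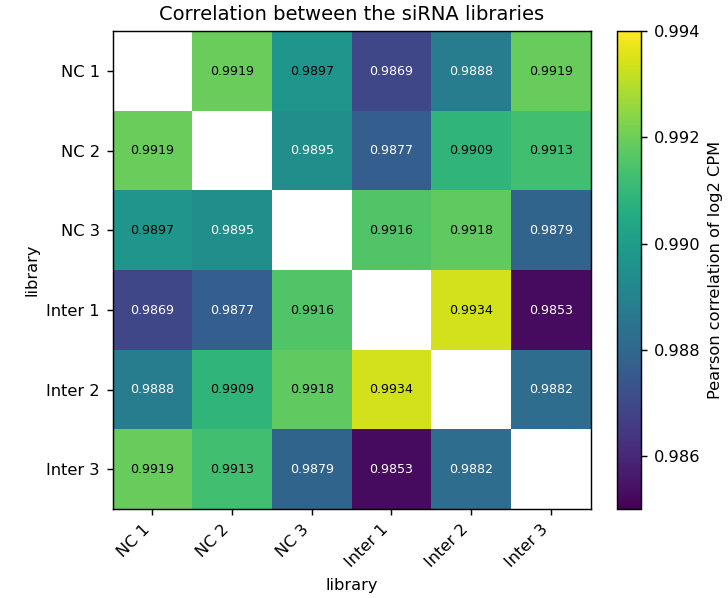
Pearson correlation of log2 CPM between each pair of the 6 siRNA libraries, over the genes tested, with the libraries on both axes and the color showing the correlation. Inter 3 has its highest value, 0.9919, with NC 1, and NC 3 has its highest value, 0.9918, with Inter 2.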

We found that the 3^rd^ replicate of Inter was abnormally far from other Inter samples and close to the NC samples; we suspected that the interference was not sufficient, and so we tested the *Myoz3* expression level by qRT-PCR, revealing that the expression level of *Myoz3* in the 3^rd^ Inter group was similar to that of NC (Fig 2). Therefore, we excluded the 3^rd^ NC group from further analysis. 

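The heatmap in Fig 3 shows Inter 1, Inter 2 and all 3 NC libraries, so these were taken as the libraries of the paper's comparison. The reason the paper gives is that Inter 3 stood apart in the MDS plot and that its *Myoz3* level was close to that of NC. With these 5 libraries, edgeR's quasi-likelihood test called 32 of 14194 genes at an adjusted p of 0.05 and its likelihood ratio test called 341. With all 3 Inter libraries against all 3 NC libraries, the quasi-likelihood test called 0 of 13894 genes, with 700 genes at an unadjusted p under 0.05, and the likelihood ratio test called 19. When NC 3 was left out in place of Inter 3, as the paper's sentence is worded, the quasi-likelihood test called 0 of 14158 genes, with 882 genes at an unadjusted p under 0.05. When both were left out, it called 1350 of 13917 genes.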

The cutoff value for differential expression was an adjusted P<0.05.

**Fig 2:**
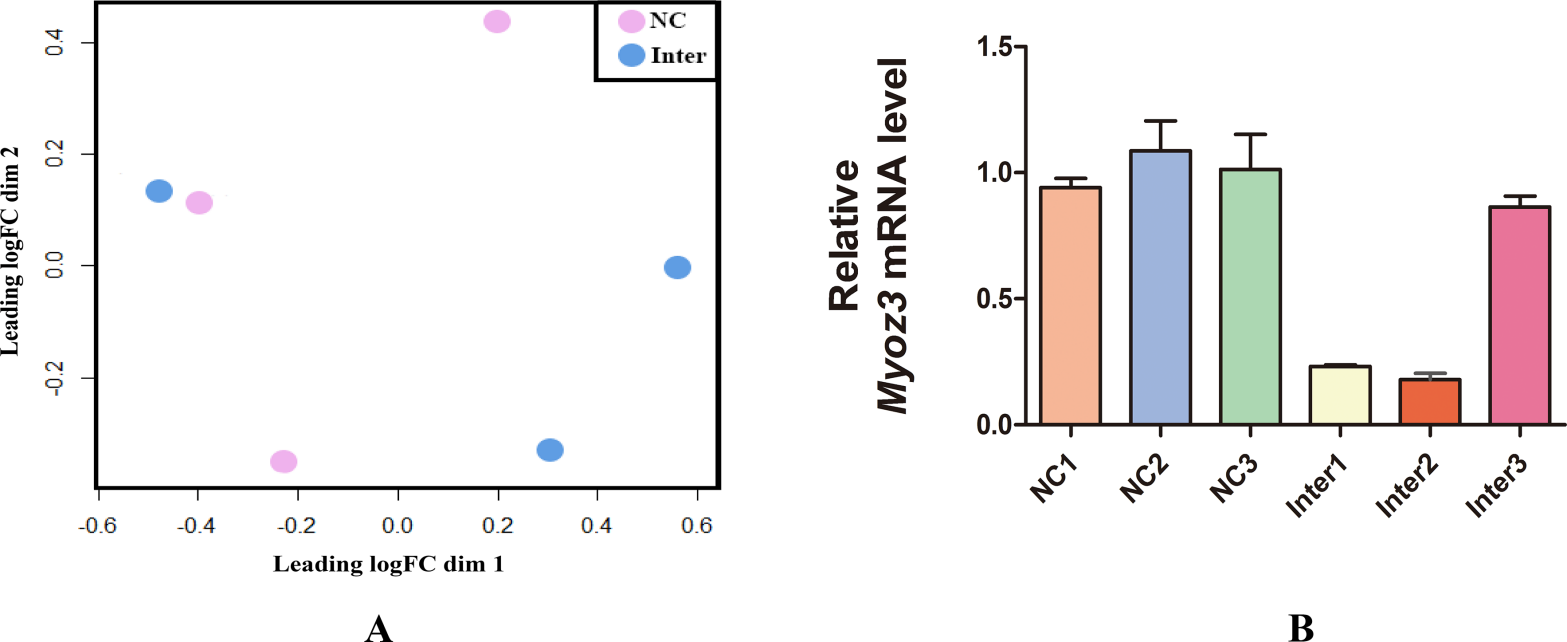
The 3^rd^ sample of Inter is abnormal due to inefficient knockdown. **(A)** An MDS plot of NC and Inter illustrates the abnormality of the 3^rd^ Inter sample. **(B)** The expression level was not sufficiently knocked down in the 3^rd^ Inter group. The genes that were differentially expressed between the two experiment conditions are presented. The error bars indicate SEM for three replicates (qRT-PCR). Significance was not calculated because to data for each bar do not represent biological replicates.

When Inter was compared with NC, 302 genes were found to be differentially expressed, of which 84 were significantly downregulated and 226 of them were significantly upregulated, including *MYL4* (myosin light chain 4) and *MYL9* (myosin light chain 9). 

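Of the 32 genes called between Inter 1 and 2 and NC, 14 were upregulated and 18 were downregulated. Among the other tests, scalings and filters, leaving out the low-count filter moved the count most, to 218 upregulated and 616 downregulated genes. The p-values of that unfiltered quasi-likelihood fit are doubtful. It gave ENSGALG00000042337 an adjusted p of 6.00e-94, against 0.0424 with the filter, at log2 fold changes of -1.475 and -1.478. With the likelihood ratio test 94 genes were upregulated and 247 were downregulated, and all 32 genes were among them. With libraries scaled by their total counts only, 10 genes were upregulated and 1 was downregulated. ENSGALG00000008827 had 20.9 ± 3.14 CPM (SD, n = 2) in Inter and 10.1 ± 0.738 (SD, n = 3) in NC, a log2 fold change of 1.05 (standard error 0.13, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSGALG00000002525 had 16.7 ± 1.30 CPM (SD, n = 2) in Inter and 8.20 ± 1.70 (SD, n = 3) in NC, a log2 fold change of 1.03 (standard error 0.17, adjusted p = 0.0424 from the quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall among the called genes was that of ENSGALG00000042337, from 569 ± 216 CPM (SD, n = 3) in NC to 204 ± 21.6 (SD, n = 2) in Inter, a log2 fold change of -1.48 (standard error 0.23, adjusted p = 0.0424 from the quasi-likelihood test with Benjamini-Hochberg adjustment). ENSGALG00000001727 fell from 16.2 ± 2.39 CPM (SD, n = 3) in NC to 8.64 ± 0.0996 (SD, n = 2) in Inter, a log2 fold change of -0.90 (standard error 0.15, adjusted p = 0.0424 from the same quasi-likelihood test and adjustment). In each of these 4 genes no Inter 1 or 2 value overlapped the NC values, as held for all 32 called genes and for 31.3% of the genes tested, where chance gives 20%. In Inter 3, which is not shown in Fig 3, the 4 genes had 13.7, 12.8, 642 and 14.4 CPM. With Inter 3 included, their log2 fold changes were 0.87, 0.90, -0.71 and -0.63. The quasi-likelihood test then called none of them, and the likelihood ratio test called ENSGALG00000008827 and ENSGALG00000002525. The count also moved with single libraries, to 0 without Inter 1 (874 genes at an unadjusted p under 0.05), 0 without Inter 2 (1549 genes), 5 without NC 1, 16 without NC 2 and 1350 without NC 3. Where 1 Inter library was left, it was assumed to vary like the NC libraries. The paper takes the genes called in this comparison as candidate genes regulated by *Myoz3*.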

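In the comparison of Over with Control, edgeR's quasi-likelihood test called 4 of 14128 genes, of which 2 were upregulated and 2 were downregulated, and 2624 genes had an unadjusted p under 0.05. ENSGALG00000015180 had 36.6 ± 3.41 CPM (SD, n = 3) in Over and 21.9 ± 0.214 (SD, n = 3) in Control, a log2 fold change of 0.74 (standard error 0.09, adjusted p = 0.0246 from the quasi-likelihood test with Benjamini-Hochberg adjustment). ENSGALG00000011099 rose from 274 ± 16.3 to 406 ± 24.1 CPM (SD, n = 3 each), a log2 fold change of 0.57 (standard error 0.08, adjusted p = 0.0347 from the quasi-likelihood test with Benjamini-Hochberg adjustment). ENSGALG00000010915 fell from 462 ± 31.9 to 298 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of -0.63 (standard error 0.08, adjusted p = 0.0246 from the quasi-likelihood test with Benjamini-Hochberg adjustment). ENSGALG00000012117 fell from 47.7 ± 1.27 to 32.3 ± 0.804 CPM (SD, n = 3 each), a log2 fold change of -0.57 (standard error 0.07, adjusted p = 0.0296 from the same quasi-likelihood test and adjustment). In all 4 genes every Over library lay on one side of every Control library, as held for 21.6% of the genes tested, where chance gives 10%. With the likelihood ratio test 414 genes were called, 114 upregulated and 300 downregulated, and with DESeq2 389 were called, 95 upregulated and 294 downregulated. With libraries scaled by their total counts only, 3 genes were upregulated and 7 were downregulated. Over 1 moved the count most: without it 1885 genes were called, 519 upregulated and 1366 downregulated. Without Over 2, Over 3, Control 1, Control 2 or Control 3 the quasi-likelihood test called 0 genes, with 1312, 1376, 2022, 1571 and 3037 genes at an unadjusted p under 0.05.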

When Over was compared with Control, 301 genes were downregulated and 127 genes were upregulated. Some genes involved in muscle development including *MYH10* (myosin heavy chain 10) and *MYLK2* (myosin light chain kinase 2) were among the differentially expressed genes. 

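Of the 13376 genes tested in both comparisons, 0 were called in both by edgeR's quasi-likelihood test, which called 32 of them in the knockdown and 4 in the overexpression. The likelihood ratio test called 16 genes in both, where 9.72 would be shared by chance (exact hypergeometric test, one-sided p = 0.0354, which takes genes as independent), 9 of them with opposite signs and 7 with the same sign. This excess depends on the filter: above 1 CPM in 2 libraries the likelihood ratio test called 14 in both against 9.77 by chance (p = 0.113 from the same exact test), and with no low-count filter 13 against 5.15 (p = 0.00216 from the same exact test). With no filter on low counts the quasi-likelihood test called 59 in both, the largest number among the settings tried, where 13.2 would be shared by chance (p = 1.37e-22 from the same exact test), 21 of them with opposite signs and 38 with the same sign. This number is not read as an excess, because the p-values of the unfiltered quasi-likelihood fit of the knockdown are doubtful. DESeq2 called 12, where 5.63 would be shared by chance (p = 0.0111 from the same exact test), 9 with opposite signs and 3 with the same sign. Without Over 1 the quasi-likelihood test called 5 genes in both, where 4.31 would be shared by chance (p = 0.435 from the same exact test). Without NC 3 it called 1, where 0.403 would be shared by chance (p = 0.346 from the same exact test). Across the genes tested in both, the log2 fold changes of the knockdown and the overexpression had a Spearman correlation of 0.161 and a Pearson correlation of 0.132, and 43.2% had opposite signs, though genes are not independent replicates. With all 3 Inter libraries the Spearman correlation was 0.0631. It also moved with single libraries, to 0.0163 without Inter 1, 0.279 without Inter 2, 0.0939 without Over 2 and 0.0737 without Control 2. With library GC content as a covariate, chosen after the data were seen, the Spearman correlation was -0.155. The Pearson correlation was then -0.243, and 55.3% of the genes had opposite signs. The Pearson correlation was also negative with no low-count filter (-0.0156, or -0.0154 with the likelihood ratio test). It was -0.00589 with all 12 libraries in one fit and -0.00362 without Inter 1, and positive under every other alternative. Where 1 Inter library was left, it was assumed to vary like the NC libraries.

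ENSGALG00000035656 fell in both comparisons, with a log2 fold change of -0.51 (standard error 0.13) in Inter 1 and 2 and of -0.74 (standard error 0.18) in Over. Its adjusted p was 0.119 and 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0176 and 0.00757 from its likelihood ratio test. ENSGALG00000028466 also fell in both, by 0.38 (standard error 0.09) and 0.37 (standard error 0.09) on the log2 scale. Its adjusted p was 0.117 and 0.115 from the quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0286 and 0.0151 from the likelihood ratio test. ENSGALG00000037711 had a log2 fold change of -0.27 (standard error 0.07) in Inter and 0.38 (standard error 0.07) in Over. Its adjusted p was 0.117 and 0.103 from the quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0410 and 0.00222 from the likelihood ratio test. ENSGALG00000011668 had a log2 fold change of 0.39 (standard error 0.09) in Inter and -0.47 (standard error 0.13) in Over. Its adjusted p was 0.118 and 0.151 from the quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0195 and 0.0416 from the likelihood ratio test. So 2 of the 4 IDs moved in opposite directions in the 2 comparisons, and all 4 were called in both by the likelihood ratio test. In Inter 3 they had 30.4, 31.3, 97.6 and 483 CPM, and with it included their log2 fold changes in the knockdown were -0.26, -0.22, -0.24 and 0.27.

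**Figure D2:**
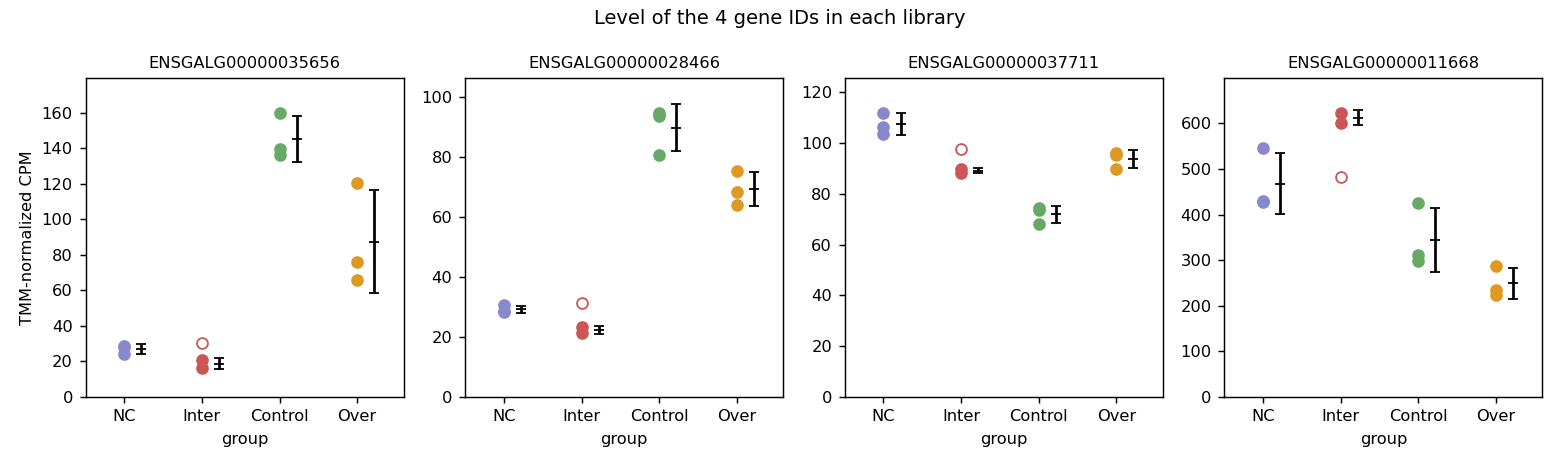
TMM-normalized CPM of the 4 gene IDs in each library, with 1 point per library and bars for the mean ± SD of the group, where Inter 3 is an open circle outside the mean. ENSGALG00000035656 had 26.9 ± 2.59 CPM in NC, 18.7 ± 3.27 in Inter 1 and 2, 145 ± 12.9 in Control and 87.4 ± 29.1 in Over, and Over 1 (120.5) was the highest of the Over libraries.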

Thirteen genes were differentially expressed in both knockdown and overexpression conditions; they are *VWA5B2* (von Willebrand factor A domain-containing 5B2), SQSTM1 (sequestosome 1), *ASPN* (asporin), *ITGA8* (integrin subunit alpha 8), *PLK3* (Polo-like kinase 3), CRLF1 (cytokine receptor like factor 1), LRP3(LDL receptor related protein 3), TNFRSF6B (TNF receptor superfamily member 6b), THBS (thrombospondin-2 precursor), ENSGALG00000035656, ENSGALG00000028466, ENSGALG00000037711, and ENSGALG00000011668 (Fig 3).

**Fig 3:**
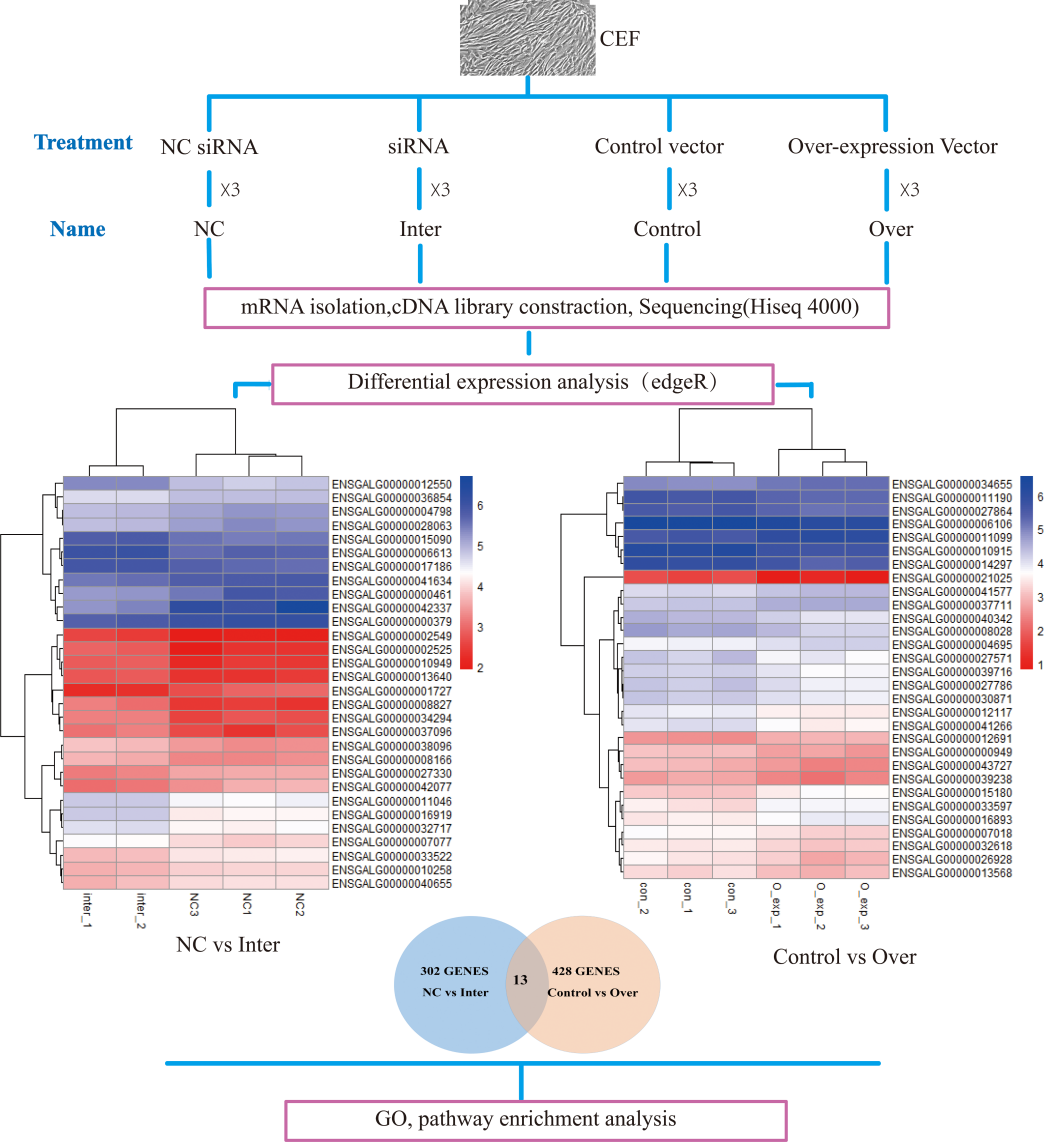
Experimental design and overall results. The expression levels of the top 30 differentially expressed genes are shown in log CPM (copies per million). NC (non-specific control).

To validate the results that were obtained by RNA-seq, qRT-PCR was performed for each of the 12 libraries. We confirm that except for the 3^rd^ library of Inter, *Myoz3* was expressed as intended in other groups, that is, highly expressed in the Over group and scarcely expressed in the Inter group. Then, we validated genes that were identified as differentially expressed by RNA-seq, including *MYH10*, *MYLK2*, *MYL4*, *MYL9*, ASPN and KLP3, protein phosphatase, Mg2+/Mn2+ dependent, 1J (*PPM1J*), extracellular matrix protein *2* (*ECM2*), 2'-5'-oligoadenylate synthetase-like (*OASL*), fibroblast activation protein, alpha (*FAP*), PDZ and LIM domain 1 (*PDLIM1*), *myosin phosphatase Rho interacting protein* (*MPRIP)*, pyruvate kinase, muscle *(PKM)*, ATPase H+ transporting V1 subunit H (*ATP6V1*). Of 12 genes that were selected as genes to verify (CaN was chosen as a negative control because it has not been identified as a differentially expressed gene), *ITGA8* and *PDLM1* were not statistically correspond to our RNA-seq results, but trends in *ITGA8* and *PDLM1* expression were along similar lines. In addition, all the other results are able to verify our results of differentially expressed gene analysis (Fig 4).

**Fig 4:**
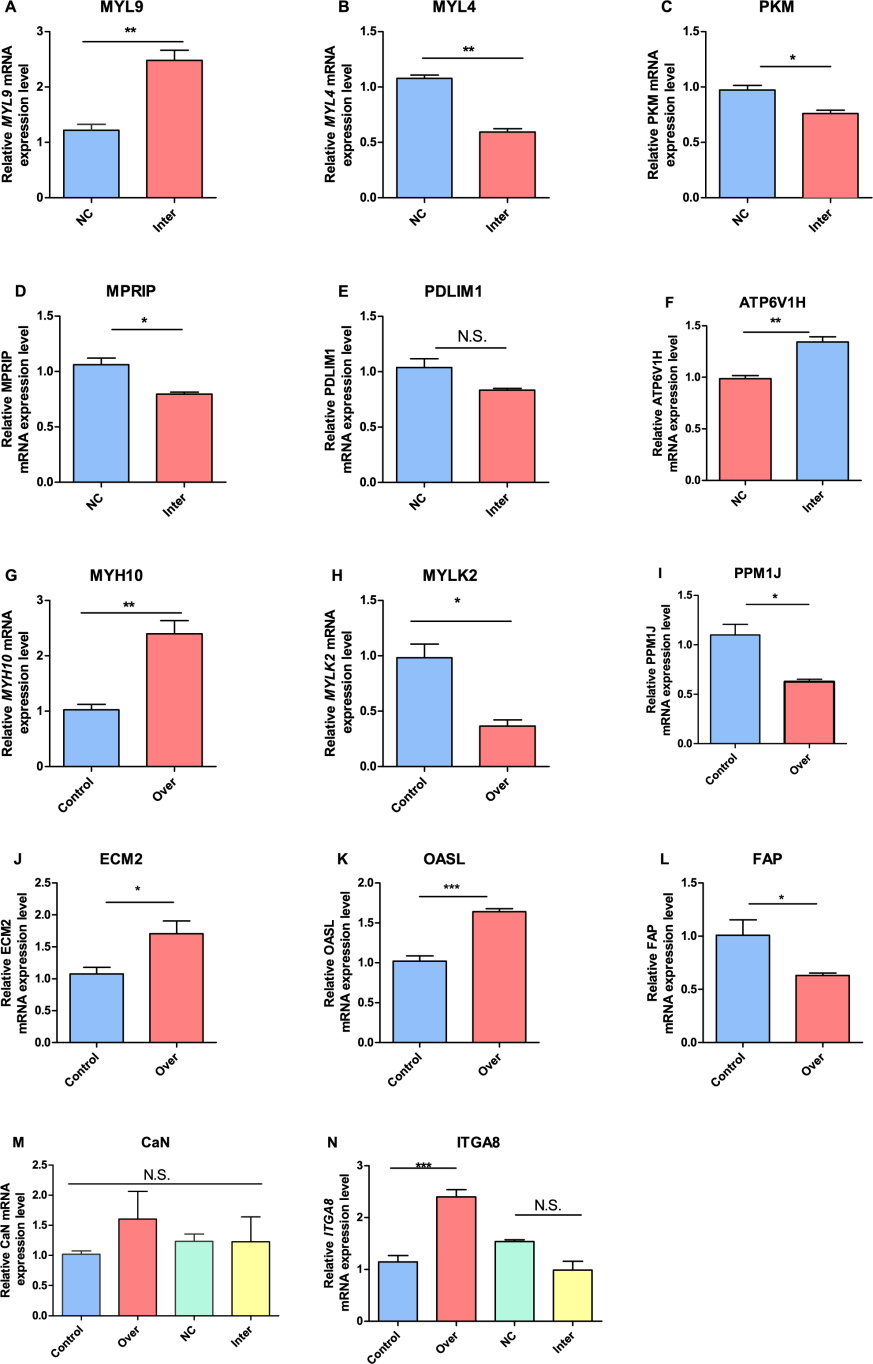
Validation of differentially expressed genes by qRT-PCR. The relative expression level of data was presented by bar plots with error bars represent SEM. All experiments were replicated three times. (A) *MYL9*, (B) *MYL4* (C) *PKM*, (D) *MPRIP*, (E) PDLIM1, (F) *MYH10*, (G) *MYLK2*, (H) *PPM1J*, (I) *ECM2*, (J) *OASL*, (K) *FAP*, (L) *CaN*, (M) *ITGA8*. *P<0.05, **P<0.01, ***P<0.001, N.S. means not significant.

### Gene ontology (GO), pathway and protein interaction analyses

To better understand the differentially expressed genes we filtered from background, we conduct gene ontology and pathway enrichment analysis. The differentially expressed gene lists for both comparisons were submitted to DAVID (http://david.abcc.ncifcrf.gov/) for enriched functional terms in biological processes and pathways.

Under knockdown condition, pathways such as cardiac muscle contraction, ECM-receptor interaction, PPAR, vascular smooth muscle contraction, and focal adhesion were enriched (S1 Fig). Key words such as calcium and muscle protein were also enriched. Biological process such as mesenchyme migration, tendon development, long-chain fatty acid import was enriched (Fig 5).

**Fig 5:**
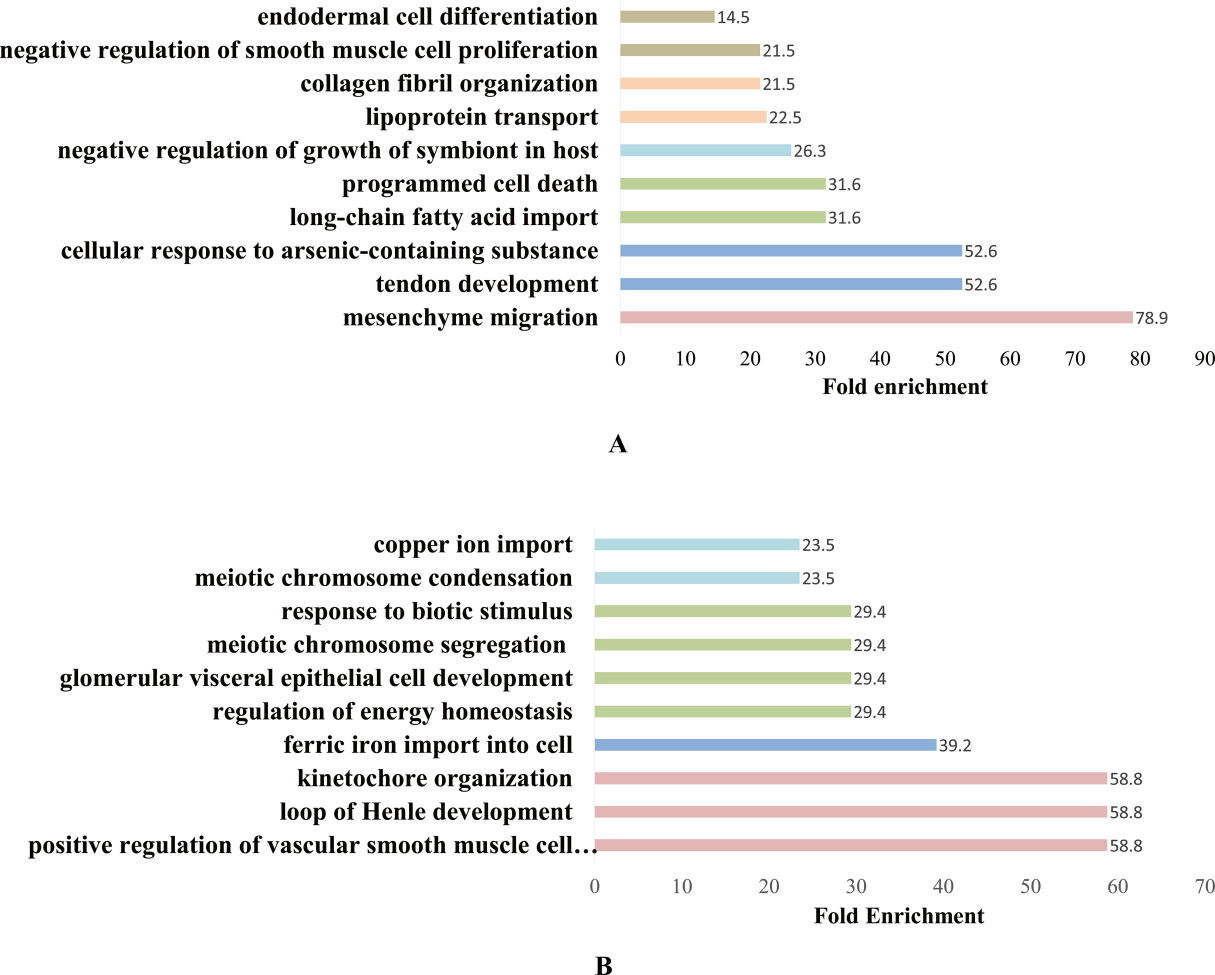
Enriched biological process (BP) terms. (A) BP terms enriched under the knockdown condition (NC vs Inter). (B) BP terms enriched under the overexpression condition (Control vs Over).

Under the overexpression condition, biological process terms such as positive regulation of vascular smooth muscle cell proliferation, loop of Henle development, regulation of energy homeostasis were enriched. Four pathways were found to be enriched, namely, the ErbB signalling pathway, influenza A, herpes simplex infection, and focal adhesion.

To further illustrate the regulation network among differentially expressed genes, we conducted proteins interaction network analysis. In the overexpression condition, we focused on the interaction network that is centred on MYH10 (Fig 6). MYH10 can directly interact with MYLK2, GATA6, SMC4, and others. The secondary network, including proteins that interact with proteins that interact with MYH10 in differentially expressed genes, contains 47 genes. In the knockdown condition, few interesting networks were identified.

**Fig 6:**
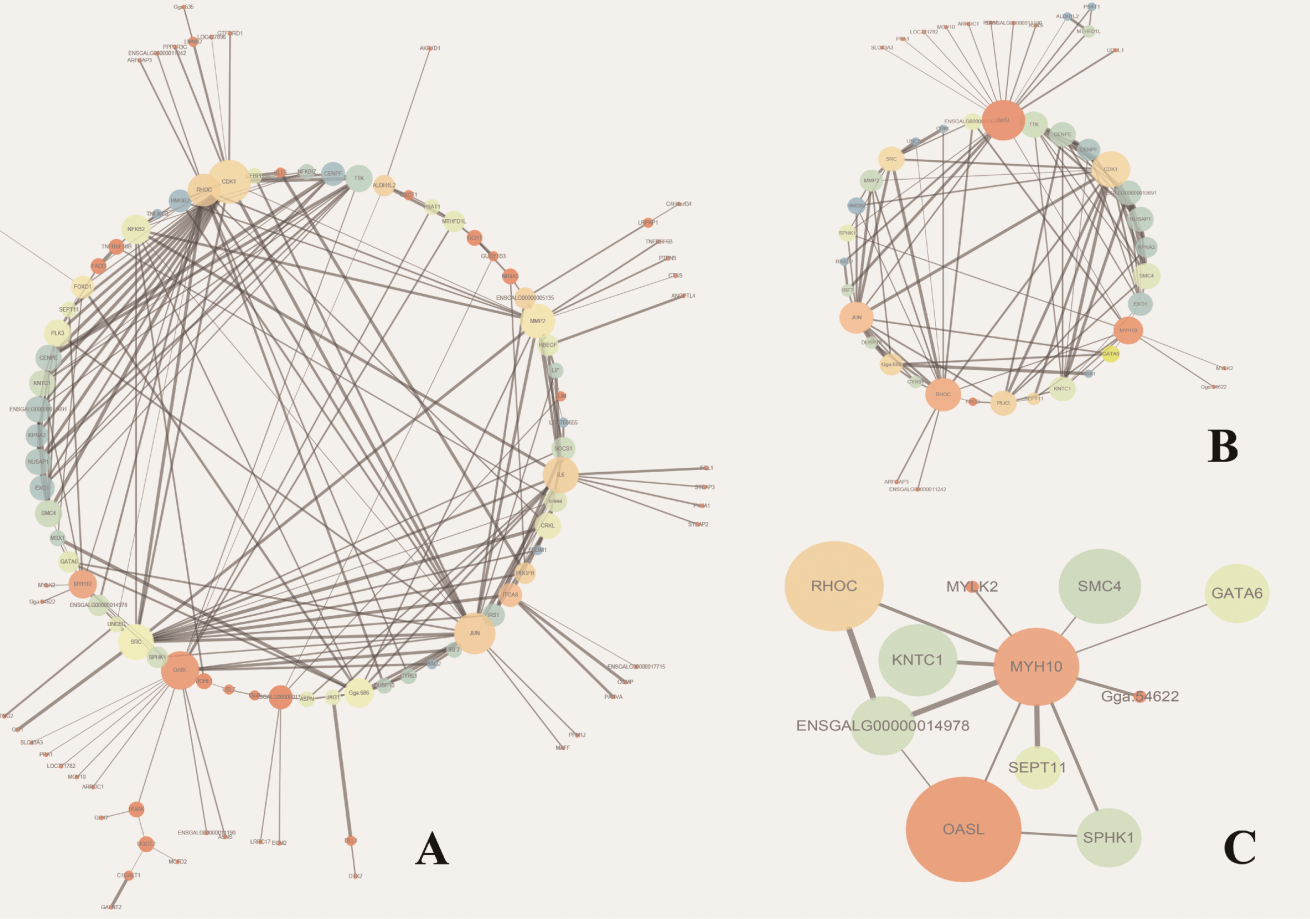
Protein interaction networks under the overexpression condition. (A) Biggest network under the overexpression condition, containing 108 genes. (B) Secondary interaction networks of MYH10, containing 47 genes. (C) Network of genes that directly interact with MYH10, containing 11 genes.

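The network drawn in Fig 6C names 1 of its genes by the ID ENSGALG00000014978. This gene had 31.5 ± 3.51 CPM (SD, n = 3) in Over and 21.8 ± 2.08 (SD, n = 3) in Control, a log2 fold change of 0.53 with a standard error of 0.11. Its adjusted p was 0.112 from edgeR's quasi-likelihood test and 0.00278 from its likelihood ratio test, both with Benjamini-Hochberg adjustment, and every Over library lay above every Control library. Without Over 1 the log2 fold change was 0.62 and the adjusted p from the quasi-likelihood test with Benjamini-Hochberg adjustment was 0.00168. Leaving out Over 1 also raised the number of called genes from 4 to 1885. By the same test and adjustment, the adjusted p of this gene was 0.411 without Over 2 and 0.436 without Over 3. It was 0.201, 0.334 and 0.179 without Control 1, Control 2 and Control 3. The protein interactions themselves were not analysed here.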

### Cell proliferation rates was elevated under *Myoz3* overexpression condition

To further support our results from RNA-seq, we conducted a cell proliferation test in both CEFs and myoblasts, since pathways and biological process involve in cell proliferation were enriched, such as the PPAR pathway as well as biological process terms such as positive regulation of vascular smooth muscle cell (VSMC) proliferation. The results show that when *Myoz3* is overexpressed in CEFs and myoblasts, cell proliferation was significantly upregulated, Knockdown of *Myoz3* in both cells results in trend of proliferation inhibition. (Fig 7).

**Fig 7:**
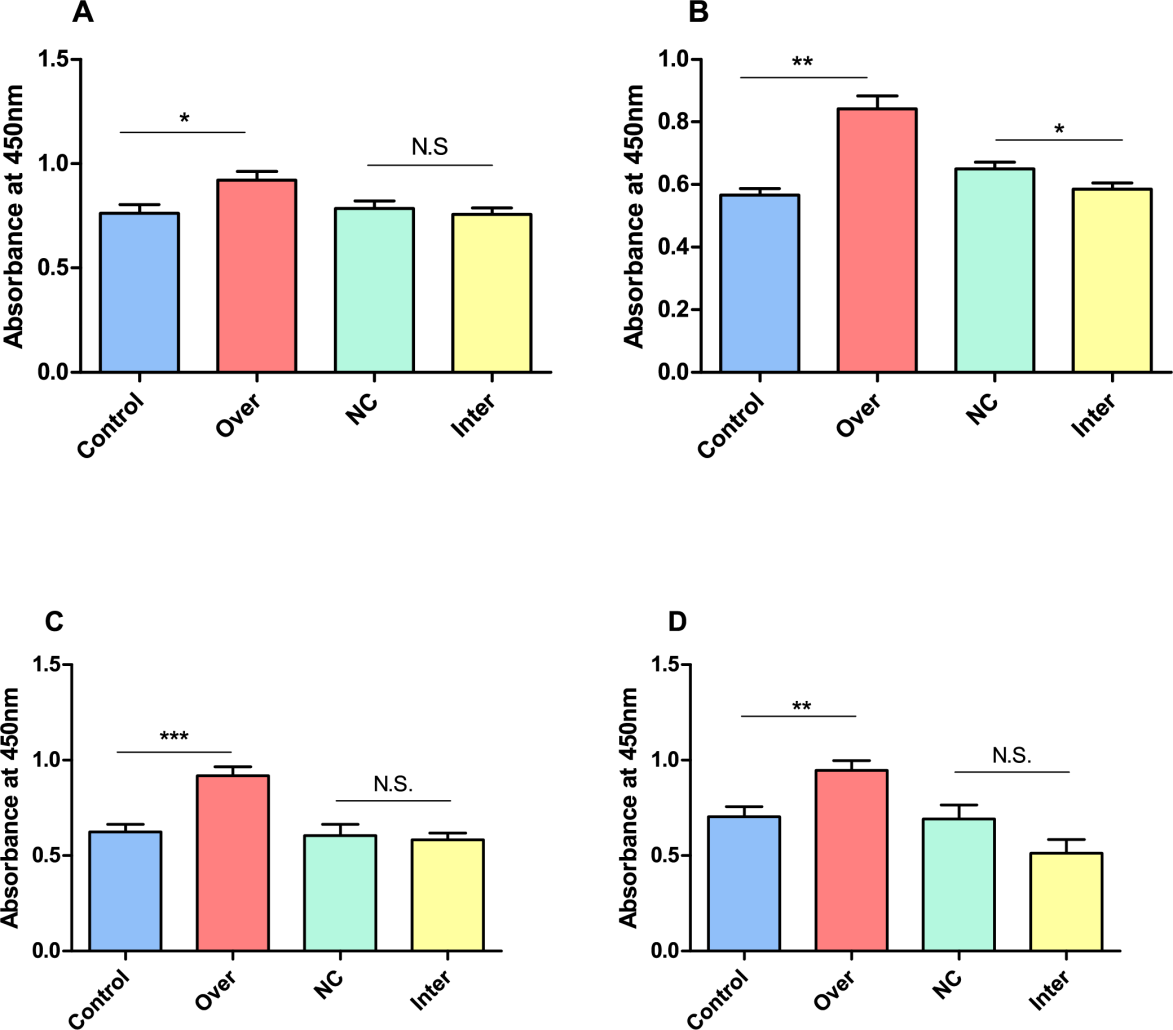
Proliferation by CCK-8 under both *Myoz3* knockdown and overexpression conditions. (A) 24 hours after CEFs transfected with empty vector (Control) or overexpression vector, non-specific siRNA (NC) or *Myoz3* siRNA (Inter). (B) 48 hours after CEFs transfected with empty vector (Control) or overexpression vector, non-specific siRNA (NC) or *Myoz3* siRNA (Inter). (C) 24 hours after Myoblast transfected with empty vector (Control) or overexpression vector, non-specific siRNA (NC) or *Myoz3* siRNA (Inter). (D) 48 hours after myoblasts transfected with empty vector (Control) or overexpression vector, non-specific siRNA (NC) or *Myoz3* siRNA (Inter).

### The fast muscle specific gene was upregulated upon Myoz3 overexpression

To test whether muscle fibre type specific gene can be regulated by *Myoz3*, we detected the expression level of *MYH7B* (myosin heavy chain 7b), which is slow muscle marker gene; *MYH1F* (myosin heavy chain 1f), which is a fast muscle specific gene. Our results show that in myoblast, overexpression of *Myoz3* gene can lead to *MYH1F* upregulated but not *MYH7B* down regulated. However, no change was observed in *Myoz3* knockdown group (Fig 8) and all CEFs groups (data not shown).

**Fig 8:**
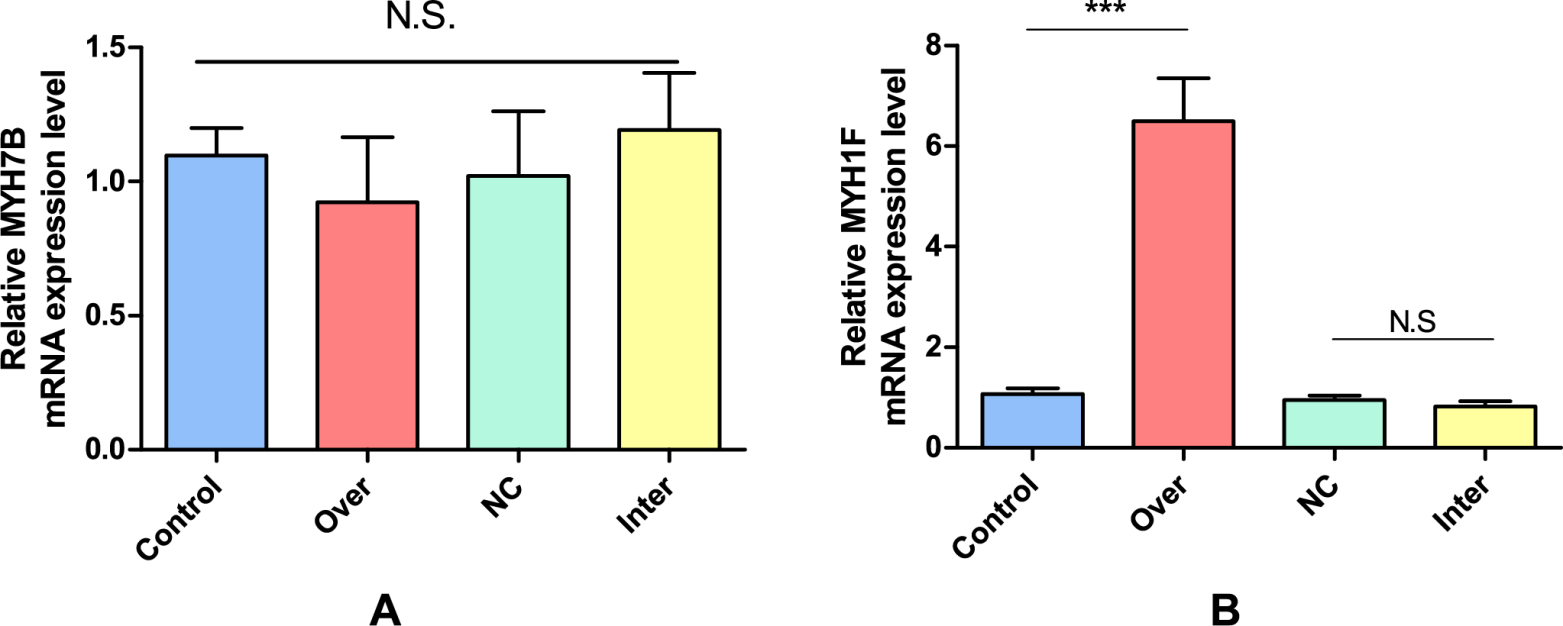
Myoz3 overexpression results in fast muscle specific gene up-regulated but not slow muscle specific gene. (A) Slow muscle specific gene *MYH7B*. (B) Fast muscle specific gene *MYH1F*. NC; non-specific control siRNA. Inter; *Myoz3* siRNA. Control; empty vector. Over; *Myoz3* overexpression vector. The relative expression level of data was presented by bar plots with error bars represent SEM. All experiments were replicated three times. Error bars represent SEM. *P<0.05, **P<0.01, ***P<0.001.

## Discussion

Muscle fibre type differentiation is a delicate process that is regulated both during and after the embryonic period [36, 37]. For animals that have limited activity space after birth/hatching and whose muscle tissue is of great economical value, such as chickens, embryonic development of muscle fibres is a factor of great importance, especially developmental control of muscle fibre types. In this study, we focus on *Myoz3*, a candidate gene for muscle fibre type differentiation, hoping to understand its regulatory roles in embryonic muscle fibre development. We apply the fast-growing technology of deep sequencing to CEFs under both *Myoz3* knockdown and overexpression conditions, hoping to identify pathways and biological process associated with *Myoz3* expression level.

CEFs is one of the most broadly used cell types for studying the embryonic development of chickens [38, 39], and a model for study both chicken signalling pathways [40, 41]. *Myoz3* expression was detected in primary CEFs, however, little is known about *Myoz* family’s role in fibroblasts. we suspect that Myoz3 play a role in CEFs differentiation, and chicken embryonic development. In addition, previous evident suggest that activation of muscle specific gene in non-muscle tissue by forced expression of muscle specific regulator [42]. Therefore, both CEFs and myoblasts were utilized in this study.

Even though little evidence of *Myoz3*’s role in muscle fibre type differentiation has been reported, studies regarding other *Myoz* family proteins can provide valuable information about *Myoz3* function. In human, mice and chickens alike, each member of the Myoz family possesses only one domain, calsarcin. *Myoz2*^-/-^ mice showed an excess of slow-twitch skeletal muscle fibre due to calcineurin activity upregulation, and a foetal gene program was activated in *Myoz2* deficient hearts that caused the Z-discs to become ‘fuzzy’ [16]. *Myoz1*^-/-^ mice showed a reduction in body weight and fast-twitch muscle mass; also, their endurance capacity was increased due to a fibre type shift towards slow-twitch oxidative fibres. Similar to *Myoz2*^-/-^ mice, *Myoz1*^-/-^ mice also showed an increase in Calcineurin/NFAT activity [17], despite the different expression pattern between *Myoz2* and *Myoz1*. In the current study, we identified multiple genes and pathways that are possibly regulated by chicken *Myoz3* in CEFs.

In the overexpression condition, a total of 428 genes were identified as significantly differentially expressed when filtered by the least ratio test (LRT) method applying edgeR, including *MYH10*, which is significantly upregulated, and *MYLK2*, which is significantly downregulated. *MYH10* (*non-muscle myosin II-B*) belong to a non-muscle myosin family that has roles in cell migration, adhesion [43], and polarity as well as cardiac and brain development [44]. It was proposed that the first step of myofibril assembly is the formation of integrin-dependent cell–matrix adhesion, in which MYH10 play a key role, *MYH10* transgenic mutant mice show defects in their heart sarcomeres [45]. *MYH10* can also respond to the Ca^+^-calmodulin pathway, which can activate MYLK (myosin light chain kinase), which then phosphorylates the RLCs (regulatory light chains) of MYH10, which can facilitate myosin interaction with actin filaments, leading to great increases in the Mg^2+^-ATPase activity of myosin in the presence of actin [46]. The *MYLK2* reduction and MYH10 elevation under the *Myoz3* overexpression condition may lead to *MYH10* hypophosphorylation when the Ca^+^-calmodulin pathway is activated. Hence, there is a possibility that *Myoz3* is a negative regulator that inhibit another downstream signal molecular of the Ca^+^ signalling pathway. However, further studies are required regarding how *Myoz3* might regulate *MYLK2*. In addition to phosphorylating MYH10 protein, MYLK2 protein also modulates a variety of contractile processes, including smooth muscle contraction and proliferation [47], so we suspect that *MYLK2* is a key components in *Myoz3* regulatory network.

Under the knockdown condition, 302 genes were differentially expressed, including *MYL9* (myosin light chain 9) and *MYL4* (myosin light chain 4), *PDLIM* (PDZ and LIM domain 1), *PKM* (pyruvate kinase, muscle), *NFAM1* (NFAT activating protein with ITAM motif 1). Myosins are a superfamily of molecular motors that depend on action and are implicated in contraction, cell shape, migration, adhesion, and intracellular transport [48]. *MYL9* is reported to be associated with injury and ageing [49], and *MYL4* is an atrial-specific myosin light chain gene. Mutation of *MYL4* can lead to atrial fibrillation in humans, and *MYL4* mutant zebrafish displayed disruption of sarcomeric structure and atrial enlargement [50]. In the current study, *Myoz3* knockdown results in *MYL4* upregulation, consistent with the fact that *Myoz3* is predominantly expressed in fast-twitch muscle [14], which is not localized in the heart. We suspect that a fast-twitch muscle-specific gene such as *Myoz3* can play a key role in embryonic cell differentiation. *NFAM1* (NFAT activating protein with ITAM motif 1), screened with NFAT-GFP reporter cells for its activating effect on transcription factor NFAT [51], was reported a decade ago and found to be up regulated under *Myoz3* knockdown conditions. Consider that calsarcin-3 can bind with calcineurin and inhibit the activation of NFAT, we suspect that part of the inhibitory role is to negatively regulate the expression level of *NFAM1*. Furthermore, *PDLIM1*, known to interact with *Myoz3*, was downregulated. Both PDLIM1 and Myoz3 are localized in the Z-disc of skeletal muscle, and both contribute to Z-disc formation[52, 53]; therefore, downregulation of both genes may result in aberrant Z-disc signal transduction[54], hence the impact on the differentiation of muscle fibres in the embryonic period.

To better understand the function of *Myoz3*, we conducted gene ontology(GO) analysis. Under *Myoz3* overexpression conditions, terms including positive regulation of vascular smooth muscle cell proliferation were enriched. Under *Myoz3* knockdown conditions, on the other hand, the BP term negative regulation of smooth muscle cell proliferation was enriched, so we test whether a change in the expression of *Myoz3* can influence the cell proliferation of CEFs and myoblasts. As described above, under overexpression conditions, both myoblasts and CEFs had significantly higher activity, confirming our results from RNA-seq data. Pathways were also enriched: under knockdown condition, pathways such as the PPAR signalling pathway and ECM-receptor interaction were enriched. Several prior publications regarding PPAR pathway show that three isoforms of *PPAR* subfamily play a roles in skeletal muscle metabolisms and plasticity, including *PPAR*α, *PPAR*β/δ, *PPAR*γ [55]. The expression level of *PPARα* reflects differences in type Ⅰ muscle fibres associated with pathologically and physiologically induced skeletal muscle fibre type differences [56], and vascular smooth muscle cell proliferation can be inhibited by *PPARα* through suppression of telomerase activity [57]. *PPARα-*overexpressing transgenic mice showed upregulated expression of genes involved in oxidation in skeletal muscle [58]. Regarding *PPARβ/δ*, activation of *PPARδ* in skeleton muscle leads to leads to muscle fibre type transformation, from type II to type I [59], the same study also show that activation of *PPARβ* can also prevent obesity as a results of metabolism alteration. Another study supported these results, Luquet *et*. *al*. show that muscle-specific overexpression of *PPARβ/δ* in mice enhances muscle metabolism (fatty acid flux and b-oxidation) and altered muscle fibre type to increase oxidative type 2a. These mice also show decreased body fat mass and smaller fat cells[60] Furthermore, *PPARβ/δ* activation that was induced by agonist resulted in enhances fatty acid oxidation in skeletal muscle cells [61]. C2C12 myotube was enriched upon *PPARβ* activation along with enhanced mitochondrial biogenesis [62]. In general, PPAR pathway that was enriched under *Myoz3* knockdown condition is highly likely to relate to *Myoz3* regulation, but further study regarding the mechanism as how Myoz3 regulation works require further study.

Although no specific pathway that relates to muscle fibre was found under *Myoz3* overexpression conditions, several muscle development genes were nonetheless found, probably due to the background noise. The pathways and biological processes we identified included not only skeletal muscle regulation but also smooth muscle regulation, so we suspect that *Myoz3* also functions in smooth muscle development in the embryonic period. Furthermore, overexpression of *Myoz3* in myoblasts leads to significantly increase of fast-muscle specific gene expression, which make us believe that chicken gene/pathway annotation may need further improvement.

Another way to better understand and evaluate the pathway formed by differentially expressed gene is to construct protein-protein interaction (PPI) network, our results show that differentially expressed genes encode a highly interconnected network. And further confirmed the results that MYH10 and MYLK2 interact with each other is highly likely molecular process that under *Myoz3* regulation. In addition, GATA6 can also bind to MYH10, which is another possible interaction that explain the function of *Myoz3*. GATA6 is a transcriptional factor that regulate cardiomyocyte hypertrophy[63], smooth muscle contraction [64]. However, PPI construction can only provide us indirect evidence, further experiments regarding protein interaction including CoIP (Co-Immunoprecipitation) and GST pull-down.

In general, by using highly advanced deep sequencing technology for cells under both overexpression and knockdown conditions, we were able to reveal the function of chicken *Myoz3* in embryonic development. To the best of our knowledge, this is the first transcriptomic study applying RNA sequencing technology to study the function of *Myoz3* in any species. Our results provide more than 302 candidate genes regulated by *Myoz3* under *Myoz3* knockdown conditions and 428 candidate genes under *Myoz3*’s regulation under overexpression conditions. Our results indicate that *Myoz3* has the potential to regulate multiple myosin light chain family members, such as *MYL4*, *MYL9*. Non-muscle myosin heavy chain *MYH10* was also found to be regulated by *Myoz3*, as was *MYLK2*, the kinase that phosphorylates *MYH10*. Pathways were also identified. The PPAR pathway is a very promising pathway that is likely involved in *Myoz3*-mediated embryonic development and muscle fibre type differentiation. We also confirmed our results by testing the proliferation of CEFs and myoblasts. Furthermore, muscle fibre type specific gene can also be regulated in myoblast upon *Myoz3* expression alteration. However, due to the knockdown mechanism, our results may contain some background noise from the siRNA transfection and the remaining *Myoz3* that we were unable to be knock down completely; a CRISPR/Cas9-mediated gene knockout method may help us better understand the role of *Myoz3* at a cellular and organism level. Important question such as how chicken *Myoz3* is regulated and the precise mechanism of how chicken *Myoz3* is involved in cell proliferation still need to be answered by further studies.

## Supporting information

S1 Fig Enriched pathways. (A) Pathway enriched under the knockdown condition (NC vs Inter). (B) Pathway enriched under the overexpression condition (Control vs Over).
(TIF) Click here for additional data file.

S1 Table Quality control Raw data and Quality control information. (XLSX) Click here for additional data file.

S2 Table Reads mapping. Reads mapping information.
(XLSX) Click here for additional data file.

S3 Table Inter DE. Differentially expressed gene ID under knockdown condition.
(XLSX) Click here for additional data file.

S4 Table Over DE. Differentially expressed gene ID under overexpression condition.
(XLSX) Click here for additional data file.

S5 Table Counts table. Counts table that generated by HTseq.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

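RNA was measured by sequencing in 12 libraries of chicken embryonic fibroblasts, 3 each of Inter, NC, Over and Control, where each library came from 1 transfected sample. The authors removed reads with adapter or poly-N sequence and reads of low quality, aligned the rest to galGal5 with TopHat on a Bowtie index, and counted reads per gene with HTSeq. The deposited values are these counts, whole numbers that are not normalized, with 1 column per library and 1 line per Ensembl gene ID. The annotation version, the strand setting and the counting mode are not given in the sources used here, so overlapping, antisense or near-identical genes could share or lose reads. No line of the table named anything other than a gene (0 such lines), and 0 columns belonged to other samples. Library sizes were the sums of the columns.

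The sample names of the columns were matched to the conditions by the labels and by the paper's S1 and S2 Tables. The NC and Inter libraries and the Over and Control libraries were fitted apart, each with only the groups compared. The knockdown was fitted on Inter 1 and 2 and NC 1 to 3, which are the libraries shown in Fig 3, because the paper's wording of which library was excluded and its reason differ. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and groups were compared by glmQLFit and glmQLFTest with Benjamini-Hochberg adjustment at 0.05. CPM values were computed with the TMM library sizes, and log2 CPM with a prior count of 2. The standard error of a log2 fold change was derived from the estimate and its test. The biological coefficient of variation was 0.0759 in the knockdown, 0.0900 in the overexpression and 0.0873 for NC against Control. The share recovered from simulated counts holds for 2-fold changes only. It does not give what 2 or 3 libraries per group could detect of smaller changes, such as those called in the overexpression. Each simulated count was also drawn independently, without differences between libraries that many genes share, so the real share may be lower.

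The quasi-likelihood method was that which this version of edgeR uses by default. Its newer bias-adjusted method was also run, and both results were known when the default was kept: the newer method called 38 genes in the knockdown, among them all 32 of the default, and 4 in the overexpression. The test on simulated data used counts drawn for the real genes with 200 of them changed 2-fold. With no gene changed, the quasi-likelihood test made 1 call in the knockdown, 0 in the overexpression and 3 for NC against Control, and the likelihood ratio test made 3, 5 and 14.

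The alternatives fixed before the data were examined were the paper's likelihood ratio test alone and with other filters, DESeq2, limma-voom, other scalings, other low-count filters, all 12 libraries in one fit, the replicate number as a block, other choices of the siRNA libraries, and each library left out in turn. Alternatives added after the data were seen were the bias-adjusted method, the GC content of each library as a covariate, and the 11 libraries without Inter 3 in one fit. The genes to be named were fixed by a rule: the genes the paper names, and in each comparison and direction the 5 called genes with the largest log2 fold change whose groups did not overlap. Part of the paper's tables and its figures had been seen when the rule was written. Since the IDs are not paired with symbols in the files used here, at most 2 risen and 2 fallen IDs are printed per comparison, besides the IDs that the paper prints itself.

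The gene table used here, of another assembly, lists no Ensembl IDs, so 0 of the 26102 IDs could be paired with its symbols. For this reason the *Myoz3* level of each library, the genes the paper gives by symbol, the 17 gene lists written in advance and the enrichment and interaction analyses were not analysed here. The labels therefore could not be checked by the targeted gene. The copies of the S3 and S4 Tables used here hold 252 and 379 gene IDs, against 302 and 428 in the paper's text, so no overlap was tested on them.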

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

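The comparison of NC with Control was set in advance, the tests of other splits of the libraries and of GC content were chosen only after their results were seen, and the test of depth was chosen after the count of genes was seen but before its own result.

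NC and Control are both controls, with a non-specific siRNA and an empty vector, and the paper does not compare them. It was listed for a closer look because genes differed far more between these 2 groups than in either comparison of the paper. edgeR's quasi-likelihood test called 9675 of 14371 genes, 4590 higher and 5085 lower in NC, against 32 genes in the knockdown and 4 in the overexpression. Of the 10 splits of these 6 libraries into 3 and 3, only the real split (1) gave as many called genes, and the other splits gave 0 genes with either the quasi-likelihood or the likelihood ratio test. This tally alone cannot exclude chance, since 10 splits cannot give a share under 0.1. In counts simulated with no gene changed between these groups, the quasi-likelihood test made 3 calls.

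A difference in depth as the whole cause is argued against by thinned counts. With every library thinned to 13291600 counts, 9098 genes were called, of which 8942 were among the 9675. The choice of scaling was not tested: RLE size factors called 9655 genes, but like TMM they take most genes as unchanged.

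Other technical explanations stay open. The mean GC content of the reads in the S1 Table was 4.29 percentage points higher in Control than in NC, and every Control library lay above every NC library. The share of reads mapped to several places was 6.63% ± 0.596 (SD, n = 3) in NC and 2.77% ± 0.0404 (SD, n = 3) in Control, also without overlap. The paper gives 2 read lengths for its libraries without naming which library had which. A batch, the read length, the GC content of the libraries and the reagent (siRNA or vector) cannot be told apart, because each batch that these values could mark would hold libraries of 1 reagent only. A biological effect of the reagent stays among the open explanations, untested. A difference of a gene between siRNA and vector libraries is therefore not read as an effect of *Myoz3*.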

How the results depend on the processing

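The library GC content as a covariate, the bias-adjusted quasi-likelihood method and the 11 libraries in one fit were alternatives chosen after seeing the data. The causes of the changes below were not tested, except where the construction of the alternative is named.

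The counts of differentially expressed genes changed with the test and the filter. In the knockdown, the 32 genes became 341 with the likelihood ratio test, 320 with that test and no low-count filter, 331 with that test above 1 CPM in 2 libraries, 196 with DESeq2 and 834 with the quasi-likelihood test and no low-count filter. In the overexpression, the 4 genes became 414, 327, 406, 389 and 316 under the same settings. The genes called in both comparisons, 0 in number, became 16, 13, 14, 12 and 59. The 834 and the 59 rest on the unfiltered quasi-likelihood fit of the knockdown, whose p-values are doubtful. The counts stayed within 1.5 times with limma-voom (33 and 5), RLE size factors (31 and 4), upper-quartile factors (32 and 5), the quasi-likelihood test above 1 CPM in 2 libraries (31 and 4) and the bias-adjusted method (38 and 4). With total counts only, 11 genes were called in the knockdown, all among the 32, with 10 upregulated and 1 downregulated against 14 and 18. The same scaling called 10 genes in the overexpression, with 3 upregulated and 7 downregulated against 2 and 2.

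The counts changed with the choice of libraries as well. All 3 Inter libraries gave 0 genes with edgeR's quasi-likelihood test (700 at an unadjusted p under 0.05) and 19 with the likelihood ratio test. Inter 1 to 3 against NC 1 and 2 gave 0 (882 at an unadjusted p under 0.05), and Inter 1 and 2 against NC 1 and 2 gave 1350, among them all 32, with 1 gene called in both comparisons. All 12 libraries in one fit gave 0 in the knockdown (819 at an unadjusted p under 0.05) and 1 in the overexpression, and 11 libraries without Inter 3 gave 4 in the knockdown. With GC content as a covariate 11 genes were called in the knockdown, 4 of them among the 32, and 11 in the overexpression. With each library left out in turn, the knockdown count ranged from 0 (without Inter 1 or without Inter 2, with 874 and 1549 genes at an unadjusted p under 0.05 from the quasi-likelihood test) to 1350 (without NC 3), with 5 without NC 1 and 16 without NC 2. The overexpression count ranged from 0 (without Over 2, Over 3 or any Control library, with 1312 to 3037 genes at an unadjusted p under 0.05 from the quasi-likelihood test) to 1885 (without Over 1). The number called in both ranged from 0 to 5, with 5 without Over 1 and 1 without NC 3. Without Inter 1 or Inter 2, the lone Inter library was assumed to vary like the NC libraries.

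The Spearman correlation of the knockdown and overexpression log2 fold changes across genes, 0.161, was 0.0535 with the likelihood ratio test and no low-count filter, 0.0532 with no low-count filter and 0.0352 with all 12 libraries in one fit. It was 0.0631 with all 3 Inter libraries, or 0.0634 with the likelihood ratio test, and it was reversed to -0.155 with GC content as a covariate. Leaving out single libraries moved it between 0.0163 (without Inter 1) and 0.279 (without Inter 2). No low-count filter adds genes with few counts, whose fold changes are less precise.

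The same replicate numbers appear in each group, but no source says that they mark a shared culture or day. Deviations of same-numbered libraries from their group means had correlations of -0.180, 0.0657 and -0.345 for NC with Inter and -0.121, -0.154 and 0.0549 for Control with Over, so the numbers were not taken as pairs. With the replicate block, 2242 genes were called in the knockdown, where NC 3 has no partner and so drops out of the comparison, and 9 in the overexpression, with 2 in both. With all 3 Inter libraries and the replicate block 0 genes were called by the quasi-likelihood test (426 at an unadjusted p under 0.05), and the correlation across genes was 0.0747. The block gave 9673 genes for NC against Control.

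For NC against Control the count stayed between 8861 and 10233 under every alternative run. The distance of Inter 3, smaller to NC than to Inter, kept its sign over all genes and with Spearman's correlation. The log2 fold changes that the passages give for named genes kept their sign under every alternative run. In the comparison for which a gene is not given there, the sign could change, such as that of ENSGALG00000014978 in the knockdown, from 0.113 to -0.008 on the log2 scale with Inter 1 to 3 against NC 1 and 2. The 4 genes named in the knockdown passage lost their calls under 8 (ENSGALG00000008827), 11 (ENSGALG00000002525), 10 (ENSGALG00000042337) and 13 (ENSGALG00000001727) alternatives. All 4 lost them with the quasi-likelihood test wherever Inter 3 was included, without Inter 1, without Inter 2, with the 11 libraries in one fit and with GC content as a covariate. ENSGALG00000042337 and ENSGALG00000001727 also lost them with the likelihood ratio test on all 3 Inter libraries. With total counts only, all but ENSGALG00000008827 lost them, without NC 1 or without NC 2 ENSGALG00000002525 and ENSGALG00000001727 did, and with limma-voom ENSGALG00000001727 did. The 4 genes called in the overexpression lost their calls under 5 or 6 alternatives each, which were the fits without a library other than Over 1 and, for 3 of the genes, all 12 libraries in one fit.

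The alternatives set in advance for the *Myoz3* change, for the fixed gene lists and for their over-representation were not run, because the files do not pair gene IDs with symbols. Depth, from 13291600 to 23576681 counts per library, limits what can be said of genes with few counts, and the genes removed by the filter were not tested at all.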

Differences from the paper's values

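The alternatives named here were set before the data were examined, unless stated otherwise.

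In the knockdown, the paper's count of differentially expressed genes is 302, against 32 here. Among the alternatives, the count was within 1.5 times of the paper's with edgeR's likelihood ratio test (341), which the paper's methods name, and with that test with no low-count filter (320) or above 1 CPM in 2 libraries (331). It was not with DESeq2, limma-voom, RLE size factors, upper-quartile factors, total counts only, no low-count filter, the quasi-likelihood test above 1 CPM in 2 libraries, the replicate block, all 12 libraries in one fit, all 3 Inter libraries (with either edgeR test or with the replicate block), Inter 1 to 3 against NC 1 and 2, Inter 1 and 2 against NC 1 and 2, or any library left out.

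The directions differed as well. The paper's number of downregulated genes in the knockdown is 84, against 18 here, and no alternative came within 1.5 times of it: the likelihood ratio test gave 247, and 219 or 242 with the other filters, and DESeq2 gave 152. The paper's number of upregulated genes is 226, against 14 here. It was within 1.5 times only with the quasi-likelihood test and no low-count filter (218), and not with the likelihood ratio test (94, and 101 or 89 with the other filters) or any other alternative. The p-values of that unfiltered quasi-likelihood fit are doubtful, so little weight is put on the 218. The paper states that more genes rose than fell in the knockdown, and here 14 rose and 18 fell, or 94 and 247 with the likelihood ratio test. More genes rose than fell with total counts only (10 and 1), with all 3 Inter libraries and the likelihood ratio test (15 and 4), without NC 1 (4 and 1) and without NC 2 (14 and 2). This was also so with 2 alternatives chosen after seeing the values, GC content as a covariate (11 and 0) and 11 libraries in one fit (3 and 1).

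In the overexpression, the paper's count of differentially expressed genes is 428, against 4 here. It was within 1.5 times with the likelihood ratio test (414), with that test with no low-count filter (327) or above 1 CPM in 2 libraries (406), with DESeq2 (389) and with the quasi-likelihood test and no low-count filter (316), and not with the other alternatives. The paper's 301 downregulated genes compare with 2 here, and the same settings gave 300, 243, 288, 294 and 250, all within 1.5 times, while the other alternatives were not. The paper's 127 upregulated genes compare with 2 here. The likelihood ratio test gave 114, that test above 1 CPM in 2 libraries 118 and DESeq2 95, within 1.5 times, while the likelihood ratio test with no low-count filter (84), the quasi-likelihood test with no low-count filter (66) and the other alternatives were not.

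The paper's number of genes changed in both comparisons is 13, against 0 here. It was 13 with the likelihood ratio test and no low-count filter, and within 1.5 times with the likelihood ratio test (16), that test above 1 CPM in 2 libraries (14) and DESeq2 (12), and not with the other alternatives. The 4 genes that the paper lists among these by ID were called in 0 comparisons here. All 4 were called in both with the likelihood ratio test, with that test above 1 CPM in 2 libraries and with the quasi-likelihood test and no low-count filter, 3 of them with the likelihood ratio test and no low-count filter, and 1 with DESeq2. In the knockdown alone all 4 were also called with the replicate block and without NC 3, and in the overexpression alone 3 were called with DESeq2 and ENSGALG00000035656, ENSGALG00000028466 and ENSGALG00000037711 without Over 1. The gene ENSGALG00000014978, which the paper draws among the genes changed by the overexpression, was not called here, and it was called with all 3 likelihood ratio settings, DESeq2, the quasi-likelihood test with no low-count filter, and without Over 1.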

Other observations

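The tests of other splits of the libraries, of depth in NC 2 and NC 3 and of the reference group in the knockdown were chosen only after the results were seen, and so was the relation of GC content to the MDS. The tests of GC slopes and of GC content as a covariate were set after that relation was seen but before their own results.

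The siRNA libraries did not group by condition. Of the 10 splits of the 6 siRNA libraries into 3 and 3, that of NC 1, NC 2 and Inter 3 against NC 3, Inter 1 and Inter 2 gave 1493 called genes with edgeR's quasi-likelihood test, the next gave 4, and the real split gave 0 (700 genes at an unadjusted p under 0.05, and 19 called with the likelihood ratio test). Since the real split gave 0, all 10 splits reach it by construction, and this tally decides nothing. With the likelihood ratio test, 3 of the 10 splits reached the 19 genes of the real one, which itself is 1 of them, and the others gave 1751 and 81. Chance is therefore not excluded for the real split. With Inter 3 left out, NC 1 and NC 2 against NC 3, Inter 1 and Inter 2 gave 785 called genes, while Inter 1 and Inter 2 against the NC libraries gave 32. An inefficient knockdown in Inter 3 alone, which the paper gives as the reason for its position, does not account for NC 3 lying on the side of Inter 1 and 2. Depth is argued against, since the totals of NC 2 and NC 3, on opposite sides, differed by 0.0938%. An exchange of the NC 3 and Inter 3 libraries is consistent with the 1493 genes, as a hypothesis found and tested on the same libraries. The qRT-PCR of Fig 2B, in which NC 3 and Inter 3 both had a *Myoz3* level near that of the other NC samples, argues against an exchange before that measurement. The *Myoz3* counts were not analysed here, so the data used here do not settle it.

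The GC content of the reads ran along the same axis. Over the 6 siRNA libraries, the first dimension of the MDS and the GC content of the S1 Table had a Pearson correlation of 0.948 (exact permutation p = 0.00972, adjusted 0.0681 by Benjamini-Hochberg over the 14 relations computed) and a Spearman correlation of 0.943 (exact permutation p = 0.0167, adjusted 0.194). Without Inter 1 and Inter 3, the farthest in GC content, the Pearson correlation was 0.923. Over the 6 vector libraries the Pearson correlation was 0.938 (exact permutation p = 0.00833, adjusted 0.0681) and the Spearman correlation was 0.829 (exact permutation p = 0.0583, adjusted 0.194). Without Over 2 and Over 3 the Pearson correlation was 0.630, so this relation rests largely on those libraries. The share of reads mapped to several places had a similar relation to the first dimension. Its Pearson correlation was 0.932 over the siRNA libraries (exact permutation p = 0.0153, adjusted 0.0713 by Benjamini-Hochberg) and 0.915 over the vector libraries (exact permutation p = 0.0306, adjusted 0.107). Its Spearman correlations were 0.829 and 0.754 (exact permutation p = 0.0583 and 0.111, adjusted 0.194 for both), and without the 2 libraries farthest in this share the Pearson correlations were 0.905 and 0.314. GC content is thus not singled out by these relations. The other 10 relations had an exact permutation p of 0.0875 or more for Pearson's correlation. None of the relations passed the adjustment. The slope of each gene's log2 CPM on library GC content was also taken in the siRNA and in the vector libraries, which share no library. Across 13281 genes, which are not independent replicates, the slopes had a correlation of 0.453, the highest of the 720 orderings of the vector GC contents (share 0.00139, the smallest these orderings can give). GC content comes from the same reads as the counts, so a library of higher GC content holds more reads of GC-rich genes in both experiments. The slopes can thus correlate whatever made the libraries differ, and they do not tell causes apart. A candidate explanation for the position of NC 3 and Inter 3 remains a difference between libraries that goes with GC content or a measure that follows it. The share of reads mapped to several places is such a measure, for which no slopes were tested. Its source could be the RNA, the library preparation or the cells. The exchange and this difference are both open, and no biological difference between samples of one condition was tested.

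Over 1 lay nearer to Control than to the other Over libraries by correlation. Its Pearson correlation of log2 CPM was 0.9904 on average with the other Over libraries and 0.9923 with the Control libraries, and each value with a Control library was above both values with Over libraries. On the first dimension of the MDS it stood at 0.04, between the groups, and on the second at -0.70, outside all the other vector libraries. Without it the genes called between Over and Control rose from 4 to 1885. Its GC content was 51.15%, against 49.39% and 49.54% in Over 2 and Over 3 and between 50.52% and 51.89% in Control. Its share of reads mapped to several places was 2.69%, against 2.38% and 2.26% in Over 2 and Over 3 and between 2.75% and 2.82% in Control. With the mean of each condition taken from both measures, the GC slopes of the siRNA and vector libraries had a correlation of 0.421 across genes, the highest of the 36 orderings within conditions (share 0.0278, the smallest these can give). As above, such slopes can correlate whatever made the libraries differ, so they do not tell causes apart. A difference between libraries that goes with GC content, or with a measure that follows it, stays an open explanation for the position of Over 1. A lower transfection efficiency in that sample was not tested. Of the 10 splits of the vector libraries, only the real split (1) gave as many as 4 called genes, and Control 1, Control 2 and Over 1 against the others gave 3. With the likelihood ratio test that split gave 757 genes against 414 for the real one. Chance cannot be excluded with 10 splits.

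The knockdown and overexpression effects were alike in direction more often than opposite, with a Spearman correlation of 0.161 across genes and 43.2% of opposite signs, although the paper's manipulations of *Myoz3* were opposite. With the GC content of each library as a covariate in both fits, the Spearman correlation was -0.155, the Pearson correlation was -0.243 and 55.3% of the genes had opposite signs. The size of this change cannot be read as a test of *Myoz3*, since GC content differs between the groups compared and the covariate leaves few degrees of freedom. An effect of GC content and an effect of the treatment cannot be told apart here, because Over 2 and Over 3 are also the libraries of lowest GC content in their experiment.

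In the knockdown the paper's numbers give 72.9% of genes as upregulated, and the likelihood ratio test here gives 27.6%. In the overexpression the shares were 29.7% in the paper's numbers and 27.5% here. Of 7 different fits of the knockdown with 50 or more called genes, 0 had more risen than fallen genes. All 7 compared Inter 1 and 2 with NC libraries, so they are not independent of each other. Both balances occurred among the fits with fewer called genes. The main fit had 14 risen and 18 fallen genes. There were 15 and 4 with all 3 Inter libraries and the likelihood ratio test, 14 and 2 without NC 2, and 10 and 1 with total counts only. That Inter was taken as the reference group in the paper's count is a candidate explanation, since 27.6% is near what would remain if the paper's shares were exchanged. The paper's text gives *MYL9* and *MYL4* as upregulated in Inter. In its qRT-PCR of Fig 4, *MYL9* is higher in Inter than in NC, which argues against exchanged directions, and *MYL4* is lower, which does not. For its qRT-PCR as a whole, the paper reports that only *ITGA8* and *PDLIM1* missed significance, with similar trends, and that the rest verified the RNA-seq. That statement also argues against exchanged directions. The paper's upregulated and downregulated genes sum to 310, against its total of 302, and the numbers alone do not settle it.

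The paper's qRT-PCR gives a rise of more than 10 times for *Myoz3* 24 hours after transfection. No rise that large was seen among the vector libraries, taken at 48 hours, where the counts allow it to be seen. Of 17060 genes with at least 10 counts in these libraries, 0 had a mean CPM in Over of at least 10 times that in Control, where Control was taken at no less than 3 counts over the group. Because of this floor, a gene with few counts in both groups was not able to reach 10 times, and genes with fewer than 10 counts were left out. The largest log2 fold change among the genes tested was 1.97, from 13 counts over the Control libraries to 44 over the Over libraries. Whether *Myoz3* is among these genes was not analysed here. Since the times differ, the absence of such a rise at 48 hours does not contradict the paper's value at 24 hours. From qRT-PCR on the 12 libraries, the paper reports *Myoz3* as highly expressed in Over, and the difference in time does not apply to that report. The paper's text gives no fold change for it. *Myoz3* may also be among the genes with too few counts to show such a rise, so the conflict is left open.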
